# Cytochrome P450 Monooxygenase-Mediated Metabolic Utilization of Benzo[*a*]Pyrene by *Aspergillus* Species

**DOI:** 10.1128/mBio.00558-19

**Published:** 2019-05-28

**Authors:** Erin M. Ostrem Loss, Mi-Kyung Lee, Ming-Yueh Wu, Julia Martien, Wanping Chen, Daniel Amador-Noguez, Colin Jefcoate, Christina Remucal, Seunho Jung, Sun-Chang Kim, Jae-Hyuk Yu

**Keywords:** *Aspergillus*, benzo[*a*]pyrene, catabolic enzyme system, cytochrome P450 monooxygenase, polycyclic aromatic hydrocarbons, *velvet* regulators, bioremediation, genome-wide expression, high-performance liquid chromatography, metabolomics, molecular genetics

## Abstract

Soil-dwelling fungal species possess the versatile metabolic capability to degrade complex organic compounds that are toxic to humans, yet the mechanisms they employ remain largely unknown. Benzo[*a*]pyrene (BaP) is a pervasive carcinogenic contaminant, posing a significant concern for human health. Here, we report that several *Aspergillus* species are capable of degrading BaP. Exposing Aspergillus nidulans cells to BaP results in transcriptomic and metabolic changes associated with cellular growth and energy generation, implying that the fungus utilizes BaP as a growth substrate. Importantly, we identify and characterize the conserved *bapA* gene encoding a cytochrome P450 monooxygenase that is necessary for the metabolic utilization of BaP in *Aspergillus*. We further demonstrate that the fungal NF-κB-type *velvet* regulators VeA and VelB are required for proper expression of *bapA* in response to nutrient limitation and BaP degradation in A. nidulans. Our study illuminates fundamental knowledge of fungal BaP metabolism and provides novel insights into enhancing bioremediation potential.

## Abstract (precis)

We are increasingly exposed to environmental pollutants, including the carcinogen benzo[*a*]pyrene (BaP), which has prompted extensive research into human metabolism of toxicants. However, little is known about metabolic mechanisms employed by fungi that are able to use some toxic pollutants as the substrates for growth, leaving innocuous by-products. This study systemically demonstrates that a common soil-dwelling fungus is able to use benzo[*a*]pyrene as food, which results in expression and metabolic changes associated with growth and energy generation. Importantly, this study reveals key components of the metabolic utilization of BaP, notably a cytochrome P450 monooxygenase and the fungal NF-κB-type transcriptional regulators. Our study advances fundamental knowledge of fungal BaP metabolism and provides novel insight into designing and implementing enhanced bioremediation strategies.

## INTRODUCTION

Polycyclic aromatic hydrocarbons (PAHs) are major soil pollutants that are formed by the partial combustion of organic matter and the five-ring PAH benzo[*a*]pyrene (BaP) poses a significant risk to human health (1). The increased use of hydrocarbons for energy during the past century has consequently increased the deposition of BaP, making it an abundant pollutant found in the environment (2).

Organisms have various ways of metabolizing BaP, depending on their ecological niche (Fig. 1). Saprophytic bacteria create BaP ring cleavage products, leading to usable nontoxic fragments (3). Humans are equipped with cytochrome P450 monooxygenases (CYPs) to transform and excrete BaP, but this process results in the creation of reactive intermediates, which cause adduct formation and oxidative stress in cells (4, 5). This makes BaP an especially harmful compound, resulting in cancer and immune dysregulation (2). In addition, its chemical properties make BaP stable in the environment and resistant to abiotic degradation (1).

**FIG 1:**
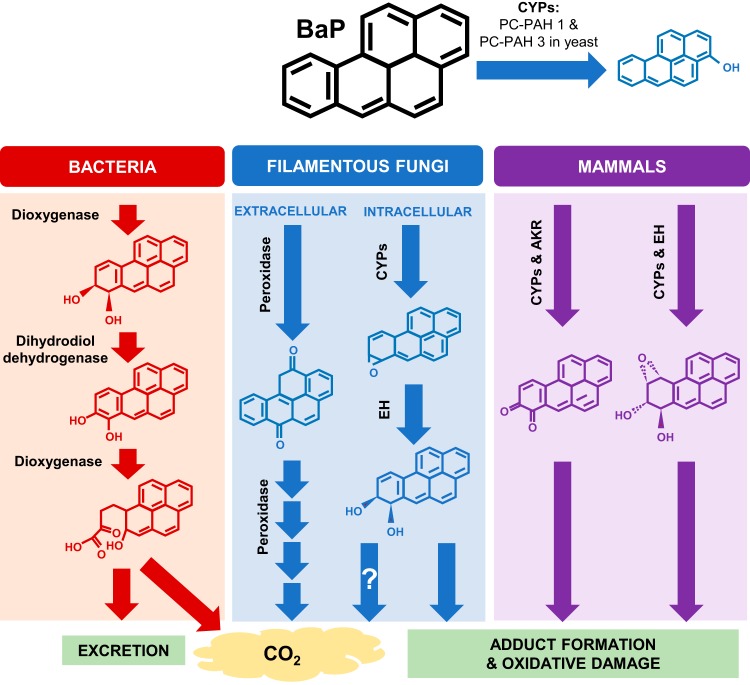
Schematic presentation of BaP transformation in mammals, fungi, and bacteria. Bacteria and fungi are both able to mineralize BaP; however, the initial enzymatic transformation steps differ drastically in that bacteria utilize dioxygenase enzymes, whereas fungi utilize extracellular peroxidase enzymes (46). Mammalian and intracellular fungal pathways overlap in their utilization of CYP enzymes yielding similar metabolites; however, far less is known about the specific CYPs and metabolites produced by fungi. The CYPs Pc-PAH1 and Pc-PAH3 in *P. chrysosporium*, which have the ability to convert BaP to 3-hydroxybenzo[*a*]pyrene when expressed in P. pastoris, are shown. Mammals utilize other enzymes in partnership with CYPs, such as epoxide hydrolases (EH) and aldo-keto reductases (AKR), but because the limited studies on fungal CYPs were done using heterologous expression, it is unknown whether other enzymes are involved in BaP metabolism and what the final metabolic products are.

Fungi are one of nature’s most resourceful organisms, accounting for up to 75% of the soil microbial biomass (6). *Aspergillus*, the most common genus of soil-dwelling fungi, frequently prevails in contaminated sites and can metabolize certain PAHs (7). *Aspergillus* species harbor abundant and diverse enzymatic systems, which allow them to metabolically utilize complex organic molecules that are highly toxic to animals (8, 9). However, specific genes involved in metabolic utilization of BaP in fungi remain to be revealed.

Part of the metabolic armory harbored by *Aspergillus* species is over 100 CYPs encoded in the genome (10). These enzymes participate in a variety of physiological activities that allow the fungi to adapt to new ecological niches. Soil is a hostile and competitive environment, so these CYPs play a role in the synthesis and degradation of various toxic compounds. Aspergillus nidulans contains 119 predicted CYPs, for which the functions of 13 have been determined experimentally, and 32 are positioned near key secondary metabolite synthases, suggesting their potential biosynthetic role (11). Therefore, a large number of CYPs have no known or predicted function.

The white rot fungus Phanerochaete chrysosporium has an outstanding capability for degrading and/or mineralizing high-molecular-weight PAHs and contains an extraordinarily large repertoire (over 150) of CYPs in its genome (12). An excellent study by Syed and colleagues identified and characterized six CYPs in *P. chrysosporium* (Pc-PAH1 to Pc-PAH6) capable of oxidizing different PAHs (13). These CYPs were inducible by naphthalene, phenanthrene, pyrene, and BaP. Expression of each of the six Pc-PAH CYPs in the yeast Pichia pastoris in conjunction with the homologous P450 oxidoreductase led to identification of Pc-PAH1 and Pc-PAH3 as CYPs with the ability to oxidize BaP to 3-hydroxybenzo[*a*]pyrene (13) (Fig. 1). This was the first report to identify a set of specific fungal CYPs having catalytic activity toward BaP. However, the functions of these CYPs have not been studied *in vivo* due to the limited ability of genetic manipulation in this organism, and hence further metabolism and the resulting products remain a mystery. Likewise, many reports about BaP-degrading fungal species isolated from contaminated sites lack systematic study due to limited genetic tools (7).

As *Aspergillus* species fill a similar saprophytic niche and have diverse metabolic capabilities, we hypothesize that they can metabolize BaP using a specific CYP-mediated pathway. We show that many, if not all, *Aspergillus* species can degrade BaP and uncover key aspects of cellular degradation of BaP by A. nidulans, using comprehensive genetic, genomic, and biochemical approaches. Importantly, we identify a gene (*bapA* [AN1884]) predicted to encode CYP617D1 and show that *bapA* is necessary for degradation of BaP *in vivo* in two *Aspergillus* species. These critical findings further allow us to investigate the *velvet* regulators associated with BaP metabolic degradation. Our study illuminates fundamental knowledge of fungal BaP metabolism and provides novel insight into designing and implementing enhanced bioremediation strategies.

## RESULTS

### *Aspergillus* species can degrade BaP effectively.

To test our initial hypothesis that *Aspergillus* species are able to degrade BaP, we employed A. nidulans, A. flavus, *A. oryzae*, and A. fumigatus. These fungal species are distantly related to each other, covering a broad range of *Aspergillus* (14). In all four species, the amount of BaP recovered from 7-day-old cultures was significantly lower in the living cells than that of dead cells (Fig. 2A), indicating that BaP was degraded or transformed in all species tested. The chromatogram showed no additional fluorescent peaks, suggesting that the degraded products were water soluble and/or not fluorescent at the same wavelengths as BaP (see Fig. S1 in the supplemental material). A. nidulans and *A. oryzae* were able to remove 92% ± 4.9% and 95% ± 3.5% of the added 200 μM BaP, respectively. As A. nidulans is a well-studied genetic model, we used it to further uncover the genetic and biochemical mechanisms of BaP degradation. Thin-layer chromatography (TLC) analyses of residual BaP in different concentrations of glucose in minimal medium (MM) have revealed that MM with 0.1% glucose led to the most effective degradation of BaP by A. nidulans (Fig. 2B).

**FIG 2:**
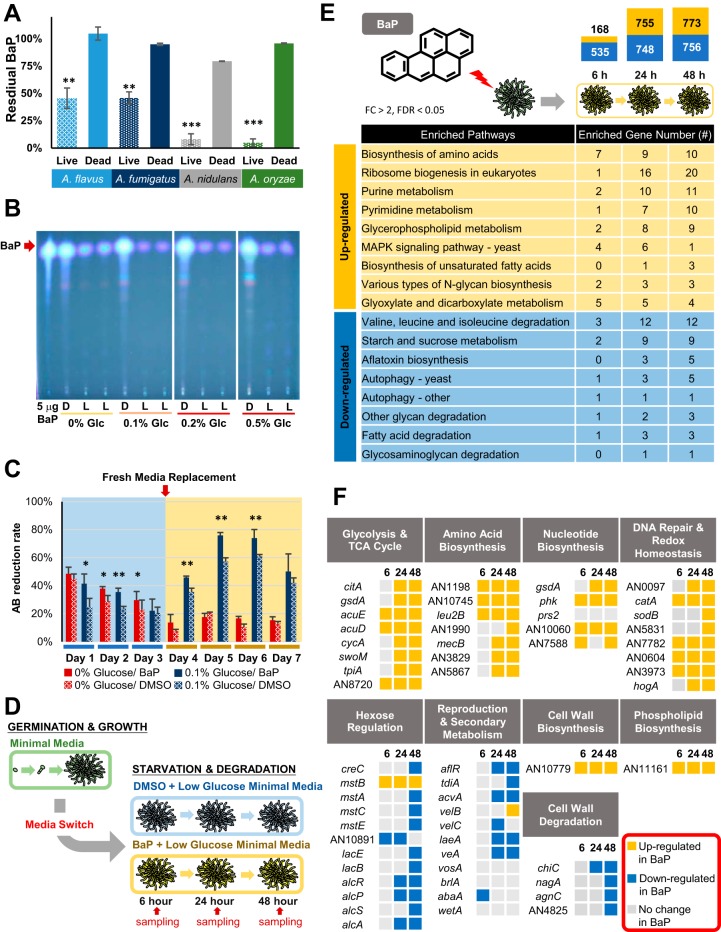
Degradation and utilization of BaP by *Aspergillus*. (A) Percentage of BaP remaining after 7-day cultures of each species. Three separate experiments were performed in triplicate. Mean values are plotted with standard errors of the mean (SEM) throughout all the graphs in the paper. **, *P* < 0.01; ***, *P* < 0.001. (B) Thin-layer chromatograms of residual BaP after 7-day cultures of A. nidulans in MM with various glucose concentrations. For reference, the 5-μg BaP standard is shown. Note the differences of the BaP intensity in dead cells (D) versus live cells (L). MM with 0.1% glucose with 200 μM BaP consistently resulted in the most effective degradation of BaP in multiple experiments. (C) alamarBlue reduction of A. nidulans cells treated with BaP and DMSO with (blue) or without (red) 0.1% glucose. Experiments were performed in triplicate. *, *P* < 0.05; **, *P* < 0.01. (D) Experimental overview for RNA sequencing. Samples were collected in triplicate at each time point. (E) KEGG pathways with upregulated (yellow) and downregulated (blue) DEGs at each time point. The bar chart indicates the total number of DEGs (log_2_ fold change [FC] of >1 or <−1 and *P* value of <0.05) at each time point. (F) Categories of transcriptional responses previously seen in carbon-starved A. nidulans cells and relative expression of specific genes in BaP- versus control (DMSO)-treated cells.

10.1128/mBio.00558-19.1 FIG S1 Chromatogram showing compounds extracted from whole-cell WT cultures. Extract from A. nidulans cultures after 7 days of incubation with 200 μM BaP was prepared and analyzed by HPLC as described in Materials and Methods. Pyrene (4-ring molecule at ∼6.2 min) and BaP peak retention times matched those of authentic standards, as indicated by chemical structure. No additional peaks other than the extracted PAHs were detected. Download FIG S1, PDF file, 0.1 MB. Copyright © 2019 Ostrem Loss et al. 2019 Ostrem Loss et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### BaP increases fungal cell viability.

To test whether A. nidulans uses BaP as a substrate for growth, we measured changes in cell viability. The alamarBlue assay showed that cells exposed to BaP had significantly higher viability than the dimethyl sulfoxide (DMSO) controls, including time points after the addition of fresh medium to supply cells with the additional nutrients for the continuous proliferation (Fig. 2C). As found in TLC data, the prolonged viability of the cells with BaP was observable with the presence of a small amount of glucose in the medium (0.1%), whereas BaP addition alone was able to increase the cell viability at 2 days postexposure (Fig. 2C). This suggests that BaP can be used as a carbon source, and such effects can be enhanced with the supplementation of a small amount of glucose, which may provide additional resources for energy and enzyme production.

### BaP leads to upregulation of cell growth-associated genes.

To further test the hypothesis that the fungus uses BaP as a growth substrate, we investigated the genome-wide expression responses of A. nidulans to BaP via transcriptome sequencing (RNA-seq). Transcript levels were measured in BaP-treated cells relative to controls (DMSO) at 6, 24, and 48 h postexposure by KEGG analysis (Fig. 2D). 

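Hyphae of A. nidulans FGSC A4 grown with 1% glucose were moved to medium with 0.1% glucose and either 200 μM BaP or its solvent DMSO, and 3 cultures of each treatment were collected at each time point for sequencing of polyadenylated RNA. The 18 BaP and DMSO libraries are analysed here; the 3 samples collected at the start of the treatment were not used. For each time point the authors deposited a table of the genes they kept as DEGs, with 1 expression value per library and the log2 fold change, p-value and adjusted p-value of their own test. The unit of the expression values is not named in the tables. Within a gene, low values stand in ratios of small whole numbers once 1 factor per library is removed, and the values also scale with gene length, so they are read here as reads scaled by transcript length and library size (RPKM). From these steps the library size behind each RPKM value was recovered. It ranged from 5.97 to 13.7 M reads (M, mega) over the 18 libraries, with a median of 9.54 M. The median was 9.80 M with BaP and 12.3 M with DMSO at 6 h, 9.43 and 10.5 M at 24 h, and 6.78 and 9.11 M at 48 h. At 6 and 48 h every BaP library was smaller than every DMSO library, so library size and treatment cannot be told apart there. The recovered sizes may carry a normalization factor of the authors and need not equal the number of reads sequenced. Whole reads could be assigned to 669 of the 703 genes listed at 6 h, 1486 of 1503 at 24 h and 1510 of 1529 at 48 h. BaP-treated cells were compared with controls within each time point by limma on log2(RPKM + 1), with a threshold of a log2 fold change over 1 or under -1 and an adjusted p-value (false discovery rate, Benjamini-Hochberg over the listed genes) under 0.05. Because the tables hold only genes that the authors had already called on the same libraries, passing this threshold is no independent evidence for a gene, and no gene outside the tables could be tested. The smallest p-value of an exact two-sided permutation test of 3 cultures against 3 is 0.1, so single genes were not tested that way. Each library was also left out in turn, which gave 6 further fits per time point. Positions are those that the tables give on the chromosomes of A. nidulans FGSC A4, for which they name no genome build.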

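At 6 h, 520 of the listed genes passed the threshold in limma, of which 447 rose and 73 fell in BaP-treated cells. At 24 h, 1114 genes passed, 624 up and 490 down, and at 48 h, 1283 genes passed, 625 up and 658 down. The split by direction depends on the 1 added to RPKM before taking logs. With 0.1 added instead, 527 rose and 142 fell at 6 h, and 728 rose and 718 fell at 24 h. In the authors' deposited tables, 535 genes have a positive and 168 a negative log2 fold change at 6 h, 748 and 755 at 24 h, and 756 and 773 at 48 h. In the authors' deposited table for 24 h, 577 genes have an adjusted p-value of 0.05 or more, while none does at 6 or 48 h. The ratio of the authors' adjusted to unadjusted p-values in the authors' deposited tables gives 9809 genes tested at each time point. The 24-h comparison moved most when the analysis was changed. With a false discovery rate of 0.01, 1 gene (AN10431) passed at 24 h, where 1406 genes had an unadjusted limma p-value under 0.05, and across the 6 fits that each left out 1 library the number ranged from 1 to 1238. The corresponding ranges were 448 to 552 genes at 6 h and 1080 to 1404 genes at 48 h. A total of 153 genes passed the threshold at all 3 time points, 136 up and 17 down, each in the same direction throughout. Between 24 and 48 h, 744 genes were shared, all in the same direction; between 6 and 48 h, 188 were shared and 3 of these (AN2366, AN10326 and AN5993) had opposite directions; these 3 were chosen after their values had been seen. The genes with the largest rise past the threshold at 6 h were AN2177, which has a predicted oxidoreductase domain (156 ± 32.1 RPKM in BaP-treated cells and 20.4 ± 5.13 in controls; mean ± SD, n = 3), AN12206 and AN9123, with log2 fold changes of 2.89, 2.63 and 2.60. At 24 h they were AN9310, AN2398 and AN0400 (3.17, 3.04 and 3.02), and at 48 h AN6274, AN3558 and *gfdB*, a putative glycerol 3-phosphate dehydrogenase (3.23, 3.19 and 3.14). The largest falls at 6 h were those of *pelC*, AN5374 and AN8321 (-1.81, -1.75 and -1.68). AN10431, a protein of unknown function whose transcript is noted as induced by nitrate, had the largest fall at both later time points: 10.1 ± 1.98 RPKM with BaP and 174 ± 53.5 with DMSO at 24 h (log2 fold change -3.95, adjusted p = 0.00278) and 1.28 ± 1.46 and 85.4 ± 41.6 RPKM at 48 h (-5.31, adjusted p = 2.09e-05). The next largest falls were those of AN11034 and *fahA* at 24 h (-2.75 and -2.49) and of *amyB* and *prtA* at 48 h (-3.94 and -3.60). Of the genes named at 24 h, AN10431 alone passed in all 6 fits that left out 1 library, and the others passed in 2 or 3. These orders hold for the log2(RPKM + 1) scale. With a pseudocount of 0.1 the largest rises were those of AN12206 at 6 h, AN2398 at 24 h and AN2817 at 48 h, and the largest fall at 6 h was that of AN4970. AN10431 kept the largest fall at 24 and 48 h, and AN10464 came next at 48 h. Of these, AN2817, AN4970 and AN10464 were chosen after their values had been seen.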

The number of differentially expressed genes (DEGs) was low at 6 h (703 DEGs); this increased to 1,503 and 1,529 DEGs at 24 and 48 h, respectively (Fig. 2E). KEGG pathway analysis indicated that, as time progresses with BaP exposure, genes associated with cell growth, such as ribosome biogenesis, biosynthesis of amino acids, nucleotide metabolism, biosynthesis of unsaturated fatty acids, *N*-glycan biosynthesis (cell wall), and glycerophospholipid (membrane), were upregulated (Fig. 2E). Conversely, genes categorized into the pathways indicative of cell starvation and stress, including amino acid degradation, autophagy, aflatoxin (sterigmatocystin) biosynthesis, and starch metabolism, were downregulated in BaP-treated cells (Fig. 2E). These results indicate that BaP-treated cells are actively growing compared to controls and that the fungus is able to use BaP to sustain growth.

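KEGG maps were not used here, and genes were grouped by words in the descriptions that the tables carry or, for some sets, by symbol. The words for the ribosome biogenesis set (rRNA processing, ribosome biogenesis, small-subunit processome, snoRNP, nucleolar and U3) were fixed before the data were examined. No listed gene carried them at 6 h. At 24 h, 16 genes did, and all 16 rose and passed the threshold, with a median log2 fold change of 1.42 (range 1.03 to 2.26). At 48 h, 20 genes did and all rose, 19 of them past the threshold, with a median of 1.5 (range 0.92 to 2.38). Among the other listed genes, 49.2% rose at 24 h and 48.8% at 48 h. A two-sided Fisher's exact test of direction within the listed genes gave p = 1.31e-05 at 24 h and p = 6.7e-07 at 48 h, or 0.000165 and 1.27e-05 after Benjamini-Hochberg adjustment over the 38 tests of this family. At 24 h, all 16 calls were lost with a false discovery rate of 0.01, with adjustment over all genes and without BaP library B22, B24 or DMSO library D25. The adjustment over all genes gave unlisted genes a p-value of 1, so its adjusted p-values are upper bounds. With a log2 fold change limit of 2, 4 genes passed at 24 h, and 14 to 16 passed under the other alternatives. The Fisher's exact test was added after the values had been seen and treats genes as independent, which coregulated genes are not. The alternative that moved the count at 48 h most was a log2 fold change limit of 2, under which 5 genes of the set passed (AN6171, AN7458, AN4456, AN7526 and *bop1*). For amino acid biosynthesis, where the names of the amino acids were added to the words fixed beforehand, 2 genes were listed at 6 h, both up (*aroC* and *aromA*). At 24 h 8 genes were listed, 3 up (AN5867, *mecB* and *aroC*) and 5 down (AN0581, *qutE*, AN8886, *hpdA* and AN3580), and 4 at 48 h, 3 up (AN5867, AN5200 and *mecB*) and 1 down (AN8886). Fisher's exact p was 1, 0.726 and 0.369 at 6, 24 and 48 h (adjusted 1, 0.836 and 0.618). For purine or pyrimidine metabolism, 4 genes rose at 24 h (AN0072, AN5566, AN0490 and AN3626) and 1 fell (AN4228), and 5 rose at 48 h (AN5566, AN0490, *cpa*, *pyrABCN* and AN0072) while AN4228 fell, with Fisher's exact p of 0.216 and 0.12 (adjusted 0.391 and 0.278). Sets made by words can hold genes that act outside the named pathway, such as in breakdown instead of biosynthesis. Gene sets for unsaturated fatty acids, *N*-glycans and glycerophospholipids were not made. The genes named in the small sets were chosen after their values had been seen.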

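The *stc* genes and *aflR*, which encode the enzymes and the activator of sterigmatocystin biosynthesis, fell wherever they were listed. This set was made by symbol. The flavohemoprotein gene *fhbB*, chosen after its values had been seen, is described as involved in sterigmatocystin production but has no *stc* symbol, and it rose at all 3 time points. None of the set was listed at 6 h. At 24 h, 6 were listed and all passed the threshold, with a median log2 fold change of -1.10 (range -1.20 to -1.05). Each of these calls held in only 2 or 3 of the 6 fits that left out 1 library. At 48 h, 13 were listed and all passed, with a median of -2.07 (range -2.87 to -1.24). The Fisher's exact test of direction gave p = 0.0309 at 24 h and 0.000234 at 48 h (adjusted 0.098 and 0.00127). Since the genes lie side by side and share a regulator, they are not independent observations. No gene with an *atg* symbol was listed at any time point. Genes whose description names autophagy, a set added after the values had been seen, numbered 5 at 48 h. Of these, AN2076, AN10637, AN2280 and AN4697 rose (log2 fold change 1.10, 1.09, 1.05 and 0.96, the last not past the threshold) and *agdB* fell (-2.72). The 3 listed at 24 h were *pho8* (1.06) and AN10637 (1.03), which rose, and *agdB* (-1.25). For starch metabolism, *amyB* (AN3402), a putative alpha-amylase, was at 3.50 ± 1.57 RPKM in BaP-treated cells and 12.2 ± 0.929 in controls at 24 h (SD, n = 3; log2 fold change -1.62, limma adjusted p = 0.0155) and at 6.91 ± 3.45 and 128 ± 70.0 RPKM at 48 h (adjusted p = 0.000233). For amino acid degradation, *fahA* (AN1896), the last enzyme of phenylalanine catabolism, was at 14.2 ± 7.39 and 85.1 ± 41.9 RPKM at 24 h (adjusted p = 0.0155) and 4.29 ± 1.83 and 22.8 ± 13.4 RPKM at 48 h (log2 fold change -2.0, adjusted p = 0.00254). The calls of *amyB* and *fahA* at 24 h held in 3 of the 6 fits that left out 1 library. No gene set was made for starch metabolism, and *amyB* is named for its large fall. AN10060, described as a putative alpha-amylase and glycogen debranching enzyme, rose past the threshold at 6 and 24 h (1.54 and 1.70). Its call at 24 h also held in 3 of the 6 fits, and its adjusted p-value there was 0.0735 in the authors' own test. From the rise of growth-associated pathways together with the fall of pathways tied to starvation and stress, the paper concludes that BaP-treated cells grow more actively than controls and that the fungus can use BaP to sustain growth.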

The transcriptomic response to carbon starvation in A. nidulans shows upregulation of genes involved in programmed cell death, macroautophagy, cell wall component degradation, asexual reproduction, and secondary metabolite production (15). Downregulation of genes involved in glycolysis and oxidative phosphorylation, cell wall component synthesis, and nitrogen and lipid anabolic pathways was also seen in the starving cells (15). 

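Mitochondrial citrate synthase, *citA* (AN8275; chromosome II, 1352563 to 1354829), was at 188 ± 14.3 RPKM in BaP-treated cells and 75.3 ± 36.0 RPKM in controls at 24 h (SD, n = 3), a log2 fold change of 1.42 (standard error 0.38, limma adjusted p = 0.0159). At 48 h it was at 268 ± 83.8 and 76.6 ± 42.8 RPKM (log2 fold change 1.88, standard error 0.39, adjusted p = 0.00175). The glucose 6-phosphate dehydrogenase gene *gsdA* (AN2981; chromosome VI, 2183692 to 2186151) was at 329 ± 60.1 and 131 ± 65.7 RPKM at 24 h (log2 fold change 1.43, adjusted p = 0.016) and at 442 ± 30.4 and 147 ± 107 RPKM at 48 h (1.80, adjusted p = 0.00253). The malate synthase gene *acuE* (AN6653; chromosome I, 2741905 to 2743948) rose at 6 h from 113 ± 6.36 RPKM in controls to 298 ± 75.1 RPKM (1.36, adjusted p = 2.01e-06) and at 24 h from 141 ± 76.6 to 377 ± 105 RPKM (1.51, adjusted p = 0.0164). The isocitrate lyase gene *acuD* (AN5634; chromosome V, 2141430 to 2143759) was listed at 6 h alone, at 75.7 ± 10.8 RPKM with BaP and 28.5 ± 2.66 RPKM with DMSO (1.37, adjusted p = 6.99e-07). Cytochrome *c*, *cycA* (AN6246; chromosome I, 768945 to 769452), was at 968 ± 288 and 310.0 ± 146 RPKM at 24 h (1.71, adjusted p = 0.0155) and at 943 ± 10.8 and 351 ± 161 RPKM at 48 h (1.51, adjusted p = 0.0024). In each of these comparisons the lowest BaP library was above the highest DMSO library. The groups were also apart for 99.3%, 93.8% and 99.7% of all listed genes at 6, 24 and 48 h, so this adds no evidence for these genes. At 24 h the calls of *citA*, *gsdA*, *acuE* and *cycA* each held in 3 of the 6 fits that left out 1 library, and at 6 and 48 h the calls of all 5 genes held in 6 of 6. AN11161 (chromosome VII, 60977 to 62376), which has a predicted phosphatidylserine decarboxylase domain, was listed at 6 h alone, at 303 ± 35.0 RPKM with BaP and 81.9 ± 11.8 RPKM with DMSO (log2 fold change 1.88, adjusted p = 4.82e-08). AN10779 (chromosome I, 923449 to 926208), a putative transglycosidase for β-1,6-glucan, was at 8.92 ± 0.715 and 3.57 ± 0.107 RPKM at 6 h (1.12, adjusted p = 3.11e-06). At 24 h it was at 47.3 ± 3.97 and 25.5 ± 13.6 RPKM, a log2 fold change of 0.98 that lay just under the threshold (adjusted p = 0.0371).

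**Figure D1:**
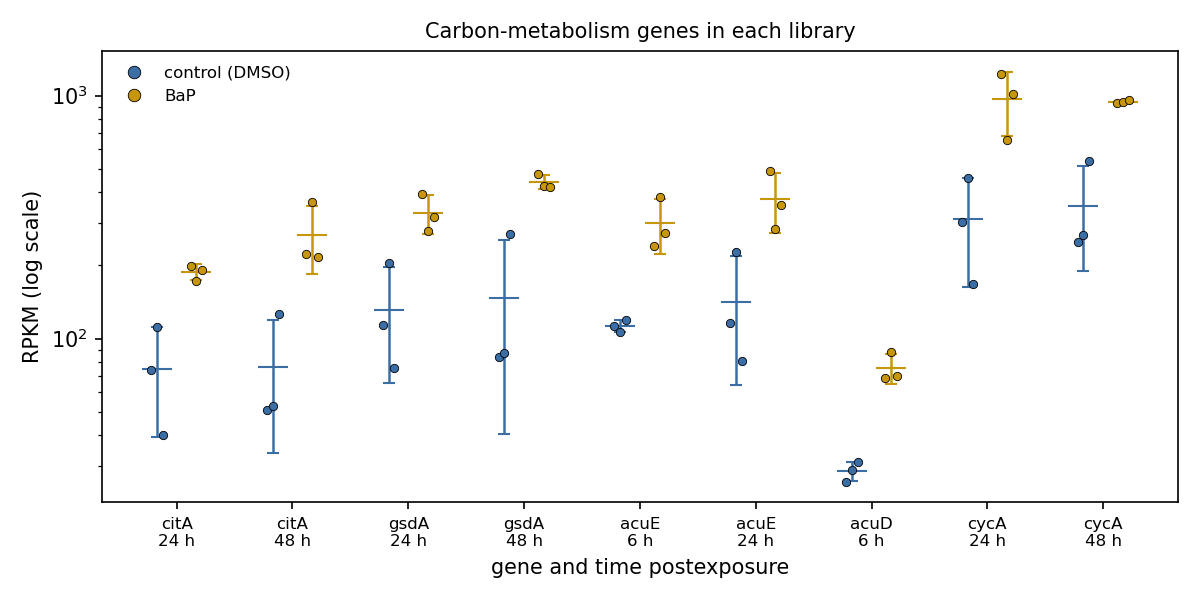
RPKM on a log scale (y axis) of each listed gene and time point (x axis) for *citA*, *gsdA*, *acuE*, *acuD* and *cycA*. Points are the 3 BaP and 3 DMSO libraries, and bars give the mean and SD. All 3 BaP points lie above the DMSO points in every pair. Most listed genes show such a separation, since the authors had called them on these libraries.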

We carried out an integrated analysis of the differentially expressed genes by BaP treatment with the carbon starvation stress response and found that the BaP-treated cells showed upregulation of the following genes: (i) *citA*, *gsdA*, *acuE*, *acuD*, and *cycA*, involved in the tricarboxylic acid (TCA) cycle, replenishment of TCA cycle intermediates, and oxidative phosphorylation; (ii) AN11161, involved in phospholipid biosynthesis; (iii) AN10779, involved in β-1,6-glucan biosynthesis; and (iv) several genes involved in amino acid biosynthesis pathways (Fig. 2F). BaP-treated cells show downregulation of *aflR* and other sterigmatocystin biosynthesis genes, *abaA*, involved in conidiation, and *agnC*, *nagA*, *chiC*, and AN4825, involved in cell wall component hydrolase enzymes (Fig. 2F). 

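The activator gene *aflR* (AN7820; chromosome IV, 2774842 to 2776397) was at 58.2 ± 7.84 RPKM in BaP-treated cells and 124 ± 11.3 in controls at 24 h (SD, n = 3; log2 fold change -1.08, standard error 0.23, limma adjusted p = 0.0155) and at 5.69 ± 0.909 and 42.5 ± 14.8 RPKM at 48 h (-2.65, standard error 0.34, adjusted p = 0.000358). Among the *stc* genes, the largest falls at 48 h on the log2(RPKM + 1) scale were those of *stcU* (AN7806), at 2.94 ± 0.704 and 27.8 ± 5.78 RPKM (-2.87, adjusted p = 0.000175), and *stcL* (AN11013), at 1.14 ± 0.51 and 13.9 ± 6.03 RPKM (-2.76, adjusted p = 0.000358). With a pseudocount of 0.1 the order was *stcL*, *stcT* and *stcU* (-3.51, -3.46 and -3.21). These 3 genes were chosen after their values had been seen. Of the listed genes around *aflR*, 2 unbroken runs on chromosome IV fell at 48 h, with 11 genes from *stcW* to *stcL* (2737333 to 2755283) and 9 genes from *stcI* to *stcA* (2767431 to 2790165). At 24 h, the call of *aflR* held in 3 of the 6 fits that left out 1 library, and at 48 h in 6 of 6. The conidiation regulator *abaA* (AN0422; chromosome VIII, 3598380 to 3600943) was listed at 6 h alone, at 0.731 ± 0.31 and 1.71 ± 0.473 RPKM, with a log2 fold change of -0.65 that did not reach the threshold (adjusted p = 0.00269); its means rest on 18.0 reads with BaP and 53.3 reads with DMSO. The putative α-1,3-glucanase gene *agnC* (AN9042; chromosome VII, 55371 to 57647) fell at 48 h from 7.23 ± 0.897 to 1.58 ± 0.974 RPKM (-1.75, adjusted p = 0.00158). The chitinase gene *chiC* (AN9390; chromosome VIII, 494853 to 498525) was at 0.92 ± 0.428 and 3.49 ± 1.29 RPKM at 48 h (-1.20, adjusted p = 0.00526), while its fall at 24 h, from 2.87 ± 0.122 to 1.13 ± 0.482 RPKM, was not past the threshold (-0.88, adjusted p = 0.0175). AN4825 (chromosome III, 864632 to 868334), a putative glucan 1,3-β-glucosidase, was at 18.2 ± 3.67 and 44.0 ± 7.65 RPKM at 48 h (-1.23, adjusted p = 0.00353). Among all listed genes whose description names a chitinase or glucanase, 2 rose and 3 fell at 6 h, 3 rose and 5 fell at 24 h, and 1 rose and 4 fell at 48 h. Fisher's exact p was 0.0915, 0.726 and 0.374 (adjusted 0.248, 0.836 and 0.618). The set does not hold AN4825, whose description names a glucosidase, so the test does not cover it. It holds AN1602, an endoglucanase described as having cellulase activity. Past the threshold upward were *chiB* (1.27) and AN3883 (1.55) at 24 h and AN10419 (1.10) at 48 h. Past it downward were AN8068 (-1.11) at 6 h, none at 24 h, and AN3046 (-1.24), *chiC* and *agnC* at 48 h. Of the genes of this set, *chiB*, AN3883, AN10419, AN8068, AN3046 and AN1602 were chosen after their values had been seen.

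**Figure D2:**
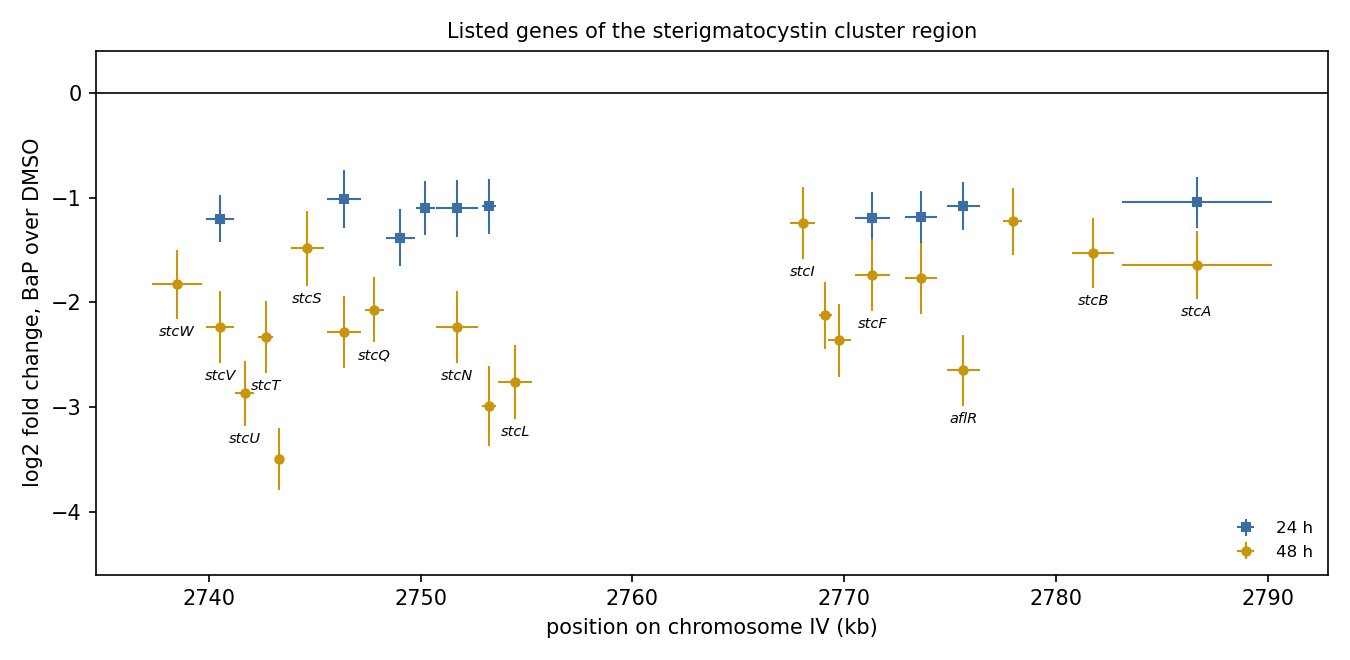
Log2 fold change of BaP over DMSO (y axis) against position on chromosome IV in kb (x axis) for the genes of the sterigmatocystin region that the tables list at 24 h and at 48 h. Vertical bars are standard errors and horizontal bars the extent of each gene; all points lie below 0.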

Taken together, the data demonstrate that BaP enables the cells to grow more actively than control cells and provide some evidence that BaP is metabolized and shuttled into carbon utilization pathways.

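Fig. 2F shows 56 genes at 3 time points. Read by eye, 102 of its cells are coloured as up or down; the deposited tables list 77 of these, each with the direction of its colour, and 67 passed the threshold in limma. The other 25 coloured cells, 7 at 24 h and 18 at 48 h, are of genes that the tables do not list at that time point, and none of the 66 uncoloured cells is listed. Leaving out 1 library at a time gave 42 to 71 cells past the threshold. Among the sugar transporter genes, *mstA* (AN8737), which encodes a high-affinity glucose transporter, was at 951 ± 200.4 RPKM in BaP-treated cells and 2765 ± 606 in controls at 48 h (SD, n = 3; log2 fold change -1.54, adjusted p = 0.00182), and *mstC* (AN6669) at 55.2 ± 6.08 and 212 ± 76.5 RPKM (-1.87, adjusted p = 0.00131). AN10891, related to xylose transporters, fell at 6 and 24 h (-1.16 and -1.15), while *mstB* rose at 24 h (1.30, adjusted p = 0.016) and was not past the threshold at 6 h (0.52). The repression gene *creC* (AN4166) was at 15.7 ± 0.454 and 39.3 ± 10.3 RPKM at 48 h (-1.24, adjusted p = 0.00353). The ethanol regulon activator *alcR* (AN8978) fell by 1.52 on the log2 scale at 24 h and by 1.93 at 48 h (adjusted p = 0.0155 and 0.00175), and *alcP* by 1.15 and 1.11. The β-galactosidase genes *lacB* and *lacE* had log2 fold changes of -1.0 and -0.70 at 48 h, neither past the threshold. For the velvet complex, which couples development to secondary metabolism, *veA* (AN1052) was at 25.4 ± 2.39 and 84.9 ± 39.0 RPKM at 48 h (-1.58, adjusted p = 0.00308) and *laeA* (AN0807) at 5.33 ± 0.401 and 21.7 ± 7.83 RPKM (-1.78, adjusted p = 0.00135). At 24 h both had fallen too (-1.51 and -1.05), as had *velC* (-1.24). Neither *velB*, which rose at 48 h (0.93), nor the penicillin gene *acvA*, which fell at 24 and 48 h (-0.44 and -0.94), passed the threshold. The level of *acvA* was 0.201 ± 0.041 RPKM in BaP-treated cells and 0.628 ± 0.0621 in controls at 24 h and 0.256 ± 0.108 and 1.41 ± 0.232 at 48 h. At such levels the 1 added before taking logs draws a fold change toward 0. With a pseudocount of 0.1, the log2 fold changes were -1.28 and -2.12 and both passed. The penicillin genes *ipnA* and *aatB*, chosen after their values had been seen, fell past the threshold at 24 h (-1.50 and -1.38) and 48 h (-2.94 and -1.58). By contrast *suAprgA1*, whose description also names penicillin biosynthesis and which was chosen in the same way, rose past it at both (1.16 and 1.39). Fisher's exact test of direction for these 4 genes gave p = 0.625 at 24 and at 48 h (adjusted 0.791). At 24 h, no call of these transporter, regulator and velvet genes held in more than 3 of the 6 fits.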

Finally, in an attempt to address whether BaP metabolism causes oxidative stress and/or DNA damage responses in A. nidulans as in mammalian cells, we compared our RNA-seq data with those representing responses to cells treated with other known oxidizing compounds. Some redox-balancing genes were upregulated in BaP-treated cells, including *catA* and *sodB* (Fig. 2F). 

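The catalase gene *catA* (AN8637; chromosome III, 3296270 to 3298750), described as specific to conidia, was listed at 6 h alone, at 632 ± 119 RPKM in BaP-treated cells and 193 ± 16.3 RPKM in controls (SD, n = 3), a log2 fold change of 1.70 (standard error 0.17, limma adjusted p = 1.49e-07). With each library left out in turn, the call held in 6 of 6 fits. The manganese superoxide dismutase gene *sodB* (AN5577; chromosome V, 2351908 to 2352959) was listed at 48 h alone, at 843 ± 46.9 and 354 ± 182 RPKM (log2 fold change 1.36, standard error 0.36, adjusted p = 0.00422); the call held in 6 of 6 fits. AN3973, a putative peroxiredoxin, rose at 6, 24 and 48 h, with log2 fold changes of 1.73, 1.90 and 1.74 (adjusted p = 1.94e-07, 0.0155 and 0.00506). AN7782, whose description gives no function, rose at 6 and 48 h (1.46 and 1.74). The osmotic stress kinase gene *hogA* (AN1017) was at 1476 ± 228 RPKM with BaP and 693 ± 445 RPKM with DMSO at 24 h (log2 fold change 1.30, adjusted p = 0.0356), a call that held in 1 of the 6 fits. The authors' own test gave *hogA* an adjusted p-value of 0.0994. The flavohemoprotein gene *fhbB* (AN3522), which the paper does not name and which was chosen after its values had been seen, had log2 fold changes of 2.30, 2.21 and 2.46 at 6, 24 and 48 h. Descriptions that name menadione, an oxidant, were looked at after the values had been seen; they concern protein abundance. Of the listed genes noted as induced by it, 8 rose and 1 fell at 6 h, 5 rose and 0 fell at 24 h, and 4 rose and 1 fell at 48 h. Of those noted as decreased, 2 rose and 0 fell at 6 h, and 0 rose and 3 fell at 24 and at 48 h. Fisher's exact test between the 2 groups gave p = 1, 0.0179 and 0.143 (adjusted 1, 0.0536 and 0.214 over the 3 time points). The 2 groups taken as 1 set, which cannot show opposite directions, gave Fisher's exact p = 0.474, 0.505 and 1 against the other listed genes (adjusted 0.721, 0.738 and 1).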

Expression of some DNA repair genes was also induced by BaP, including AN0604 and AN0097 (Fig. 2F). These results suggest that BaP may cause DNA damage in A. nidulans as in mammalian cells, although it is shown that fungi have additional capacity to prevent extensive DNA damage (16).

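AN0604 (chromosome VIII, 3021008 to 3024234), whose orthologs act in nucleotide excision repair of pyrimidine dimers, rose at all 3 time points. It was at 8.71 ± 0.633 RPKM in BaP-treated cells and 3.03 ± 0.492 in controls at 6 h (SD, n = 3; log2 fold change 1.28, limma adjusted p = 1.2e-06), at 19.7 ± 5.29 and 5.63 ± 2.48 RPKM at 24 h (1.68, adjusted p = 0.0155) and at 15.5 ± 1.37 and 6.98 ± 3.04 RPKM at 48 h (1.11, adjusted p = 0.00689). AN0097 (chromosome VIII, 4624611 to 4628385), whose orthologs belong to the DNA ligase IV complex of nonhomologous end joining, was at 51.5 ± 13.9 and 23.1 ± 7.53 RPKM at 24 h (1.13, adjusted p = 0.0173) and at 64.6 ± 2.13 and 27.5 ± 14.0 RPKM at 48 h (1.31, adjusted p = 0.00468). At 24 h the calls of AN0604 and AN0097 held in 3 and 2 of the 6 fits that left out 1 library, and at 48 h in 4 and 6. Descriptions that name DNA repair or DNA damage, a set chosen after the values had been seen, occurred at 6 h in 2 listed genes, AN10840 and *uvsD*, both of which rose. At 24 h they occurred in 5, of which AN10840, *uvsD*, AN5112 and AN1859 rose past the threshold and AN2938 fell without passing it. At 48 h they occurred in 6; AN10840, *uvsD* and AN5112 rose past the threshold, *ddbA* and AN5617 rose without passing it, and AN2938 fell past it. Fisher's exact test of direction gave p = 0.216 at 24 h and p = 0.12 at 48 h (adjusted 0.391 and 0.278). The set does not hold AN0604 and AN0097, whose descriptions word repair differently, so the test does not cover them.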

### Identification of CYP necessary for metabolic utilization of BaP.

Initial oxidation of BaP in mammalian cells is mediated by a CYP, adding a single molecular oxygen, leading to the formation of BaP epoxide intermediates, which can be further converted into hydroxylated products (4, 17–19).

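Among the genes that the tables list with a cytochrome P450 description or a CYP symbol, 5 were listed at 6 h, 18 at 24 h and 18 at 48 h. A single CYP gene rose past the threshold, at all 3 time points. It is CYP505A8 (AN6835; chromosome I, 3333782 to 3337262), whose description notes increased expression after exposure to farnesol. It was at 9.02 ± 0.875 RPKM in BaP-treated cells and 2.14 ± 0.132 in controls at 6 h (SD, n = 3; log2 fold change 1.67, standard error 0.16, limma adjusted p = 6.59e-08), at 10.6 ± 2.68 and 3.61 ± 2.17 RPKM at 24 h (1.41, standard error 0.40, adjusted p = 0.0169) and at 21.3 ± 2.54 and 6.25 ± 5.02 RPKM at 48 h (1.83, standard error 0.41, adjusted p = 0.00237). Its call held in 6 of the 6 fits that left out 1 library at 6 and at 48 h and in 3 of 6 at 24 h. Past the threshold downward were 1 CYP gene at 6 h (CYP687A1, -1.41), 9 at 24 h and 14 at 48 h. The direction of the listed CYP genes differed from that of the other listed genes at 48 h, where 17 of the 18 fell (Fisher's exact p = 0.000136, adjusted 0.000861), while at 24 h, where 14 fell, the adjusted value was 0.098 (p = 0.0299). Several of these CYP genes belong to the sterigmatocystin cluster. The other rises, of CYP650B1, *ivoC* and CYP5080D1 at 6 h and of CYP5080D1, CYP620D1 and CYP630B3P at 24 h, were all under the threshold. In the authors' deposited tables each of these rises had a log2 fold change over 1, so their place under the fold-change limit depends on the scale. The largest of them on this scale was that of *ivoC* (log2 fold change 0.78), and CYP650B1 and CYP620D1 rest on too few reads for a fold change to be read from them. The alternative that moved the number of CYP genes past the threshold upward most was limma's voom on the recovered reads, chosen after the data had been seen, which gave 6 over the 3 time points; a pseudocount of 0.1 gave 5 (CYP505A8, CYP650B1, *ivoC*, CYP5080D1 and CYP630B3P). Of the 7 A. nidulans CYPs in Table S2, CYP663A1 (AN7399; chromosome IV, 73574 to 75630) alone was listed, at 24 h, where it was at 4.27 ± 0.752 and 11.4 ± 1.67 RPKM (-1.24, adjusted p = 0.0155). The tables do not list AN1884 at any of the 3 time points, so its level in these libraries is not known here. The CYP genes named here other than CYP505A8 and CYP663A1 were chosen after their values had been seen.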

With the hypothesis that A. nidulans employs a CYP to degrade BaP, we first examined our RNA-seq data to search for the CYP genes upregulated by BaP treatment and found that no specific CYPs were clearly induced by BaP. We then used the CYPs of *P. chrysosporium*, Pc-PAH1 and Pc-PAH3, which when expressed in the yeast cells, converted BaP to 3-hydroxybenzo[*a*]pyrene (13), to search for closely related CYPs in the A. nidulans genome. Despite the 723 million years of divergence between the two fungi (20), several CYPs similar to Pc-PAH1and Pc-PAH3 were identified (Fig. 3A; see Table S1 in the supplemental material). Among these, mRNA levels of AN1884 in glucose-limited medium and kinetics of BaP degradation were closely aligned, indicating that this CYP may be associated with metabolism of BaP (Fig. 3B; Fig. S2B).

**FIG 3:**
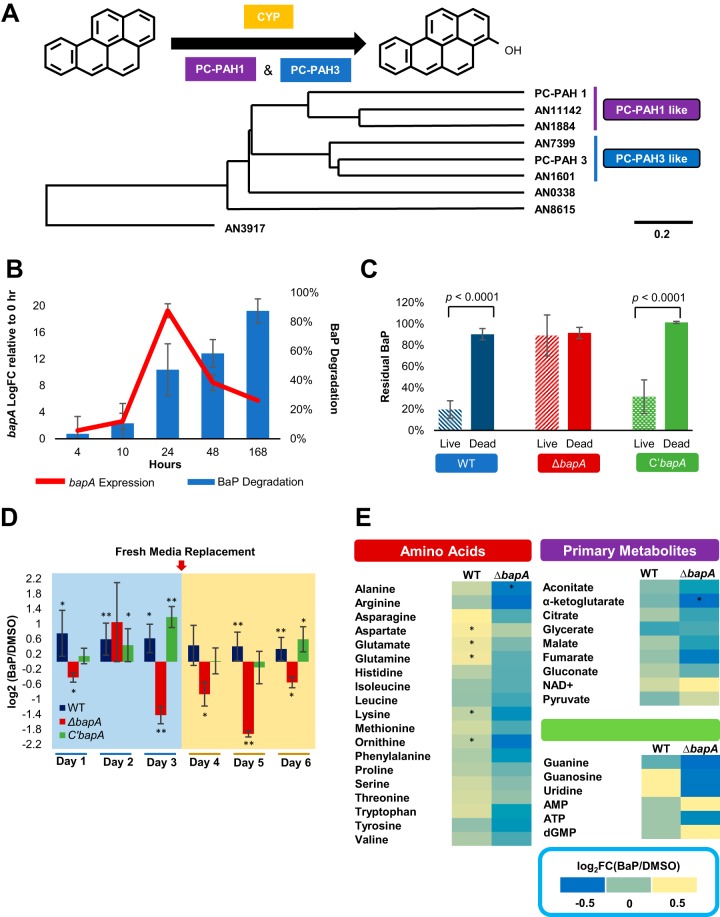
Identification and characterization of the CYP BapA (AN1884) necessary for metabolic utilization of BaP. (A) Phylogenetic tree representing A. nidulans CYPs similar to Pc-PAH1 and Pc-PAH3. (B) Correlation of *bapA* (AN1884) mRNA levels and BaP degradation. Time point 0 indicates exponential growth (18 h postgermination) in regular MM (1% glucose), and each time point represents hours after the switch to 0.1% glucose MM. The mean is plotted as a bar, and error bars represent standard error. BaP degradation (blue bar) was determined by measuring residual BaP compared to the initial 200 μM BaP. (C) Residual BaP in each indicated strain. Three separate experiments were performed in triplicate. Note the lack of BaP degradation in the Δ*bapA* mutant compared to WT and complemented (C′) strains (*P* < 0.001). *, *P* < 0.05; **, *P* < 0.01; and ***, *P* < 0.001. (D) Comparison of the log_2_ values of the alamarBlue reduction levels in WT, Δ*bapA*, and C′ strains in cells treated with BaP relative to DMSO only (DMSO) at days 1 to ∼6. “Fresh media replacement” indicates collection and washing of cells and addition of fresh medium. All treatments were performed in triplicate, and Student's *t* test was used (*, *P* < 0.05; **, *P* < 0.01). (E) Relative quantification of cellular components in the WT and the Δ*bapA* mutant. Each colored square represents log_2_ fold change (FC) of the mean quantity of the metabolites in BaP versus DMSO. Each sample was prepared using biological triplicates. *, *P* < 0.05.

10.1128/mBio.00558-19.2 FIG S2 Levels of *bapA* mRNA increase as glucose becomes limited. (A) Levels of *bapA* (AN1884) mRNA in MM with various concentrations of glucose. Levels were quantified using 2^−ΔΔ^*^CT^*, in which *bapA* expression (*C_T_*) was found relative to the reference gene *actA* (γ-actin) (Δ*C_T_*) and then relative to time point 0 (ΔΔ*C_T_*). Time point 0 indicates exponential growth (18 h postinoculation) in MM with glucose, and each time point represents hours after the switch to MM with the indicated glucose concentration (0% to ∼10%). Complete medium is indicated by “2%+.” Each measurement was performed using technical triplicates for RT-qPCR accuracy, and biological triplicates were used for each time point. The mean is plotted as a bar, and the error bars represent standard deviation. (B) Correlation of levels of *bapA* (AN1884) mRNA and BaP degradation (shown in Fig. 3B) presented in a scatter plot. (See the legend to Fig. 3B.) Linear regression was determined using only early time points, and the *R*^2^ value was calculated using only the first three points. Download FIG S2, PDF file, 0.2 MB. Copyright © 2019 Ostrem Loss et al. 2019 Ostrem Loss et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mBio.00558-19.6 TABLE S1 Oligonucleotides used in this study. Download Table S1, DOCX file, 0.01 MB. Copyright © 2019 Ostrem Loss et al. 2019 Ostrem Loss et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To test its function in BaP metabolism *in vivo*, we generated independent deletion (Δ) strains of AN1884 in A. nidulans and found that all three independent null mutant strains lost the ability to degrade BaP, with no distinct growth and developmental phenotypic changes (Fig. S3). Reintroducing an AN1884 coding region into null mutant strains restored the BaP degradation ability to that of the wild type (WT) (Fig. 3C), supporting the hypothesis that AN1884 is responsible for the breakdown of BaP, so it was named *bapA* (benzo[a]pyrene metabolism locus A). Measuring the cell viability of the WT, the Δ*bapA* mutant cells, and complemented (C′*bapA*) cells treated with BaP relative to those treated with DMSO revealed that the Δ*bapA* mutant cells were not only less viable than WT and C′*bapA* cells treated with BaP, but less viable than Δ*bapA* mutant cells treated with DMSO (Fig. 3D). This indicates BaP may be toxic to cells unable to metabolize it. To our knowledge, this is the first report providing evidence of *in vivo* function of a CYP in cellular degradation of BaP.

10.1128/mBio.00558-19.3 FIG S3 The deletion of *bapA* abolishes the BaP degradation ability without affecting growth and development in A. nidulans. (A) Colony photographs of WT (rJMP1.59) and two independent Δ*bapA* strains (no. 35 and 47) taken at 3 days post-point inoculation at the center of solid MM plus glucose. (B and C) Thin-layer chromatograms (B) and a bar graph (C) showing the residual BaP upon 7 days of culture of the WT and three independent Δ*bapA* strains (no. 1, 35, and 47) (see Materials and Methods). Statistical significance was determined by Student’s *t* test (***, *P* < 0.001). Download FIG S3, PDF file, 0.10 MB. Copyright © 2019 Ostrem Loss et al. 2019 Ostrem Loss et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

We attempted to identify the BaP metabolite(s) formed by BapA. We isolated microsome-containing fractions from the WT, Δ*bapA*, and C′*bapA*, cells and incubated them with BaP. The WT and C′*bapA*, but not Δ*bapA*, chromatograms showed a small fluorescent peak with a shorter retention time than BaP (Fig. S4A). The retention time of this unknown metabolite was compared to those of known BaP metabolites and matched that of benzo[*a*]pyrene-3,6-dione (Fig. S4A). However, the fluorescence spectra revealed that sample peaks do not show the same fluorescing as benzo[*a*]pyrene-3,6-dione (Fig. S4B). No other known metabolite standards matched the retention time of this peak (Fig. S4C). Although we were not able to reveal the exact identity of the product formed within the microsome fraction of cells expressing BapA, we were able to rule out many BaP metabolites formed by other organisms. This may indicate that BapA is involved in forming a unique metabolite not previously reported in other organisms.

10.1128/mBio.00558-19.4 FIG S4 Microsome analyses and related information. (A) Chromatogram of compounds extracted from BaP incubated with the microsome fraction of each strain indicated or authentic standard. Peaks with a retention time around 3.2 min are enlarged to show differences in the WT, Δ*bapA*, and complemented *bapA* strains (blue box). Benzo[*a*]pyrene recovery was quantified by normalizing with the recovered internal standard pyrene. The mean of two replicated experimental data is plotted as a bar, and error bars represent standard error. (B) Fluorescence spectra collected at the apex of the peak with a retention time of 3.2 min and authentic standard of benzo[*a*]pyrene-3,6-dione. (C) Chromatogram of authentic standards of known BaP metabolites. Metabolite standards (from left to right) benzo[*a*]pyrene-7,8-diol, benzo[*a*]pyrene-3,6-dione, and benzo[*a*]pyrene-7,8-dione, pyrene, and BaP, as indicated by chemical structure, were diluted to 1 μM in 1:1 solvent A-solvent B and run by the HPLC method described in Materials and Methods with FLD λ_excitation_ of 248 nm and λ_emission_ of 465 nm. Download FIG S4, PDF file, 0.2 MB. Copyright © 2019 Ostrem Loss et al. 2019 Ostrem Loss et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

The availability of the Δ*bapA* mutant allows us to further investigate the downstream metabolomic outcomes of BaP. 

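In the RNA-seq comparison of BaP-treated wild-type cells with controls, AN1198, a putative aminomethyltransferase of glycine, serine and threonine metabolism (chromosome VIII, 1222457 to 1224125), rose at all 3 time points. It was at 89.1 ± 20.1 RPKM with BaP and 33.0 ± 2.54 RPKM with DMSO at 6 h (SD, n = 3; log2 fold change 1.39, limma adjusted p = 1.36e-06), at 159 ± 61.9 and 36.4 ± 13.7 RPKM at 24 h (2.08, adjusted p = 0.0155) and at 274 ± 123 and 78.0 ± 56.7 RPKM at 48 h (1.93, adjusted p = 0.00289). AN10745 also rose at each time point, with log2 fold changes of 1.19, 1.17 and 1.27 (adjusted p = 4.65e-06, 0.0155 and 0.00635). The β-isopropylmalate dehydrogenase gene *leu2B* (AN2793) was listed at 6 h alone, at 49.8 ± 5.61 and 20.2 ± 4.82 RPKM (1.28, adjusted p = 4.07e-06). AN1990, a putative homocitrate synthase, was listed at 48 h alone, at 105 ± 22.2 and 48.8 ± 4.47 RPKM (1.07, adjusted p = 0.00566). AN5867, whose orthologs act in ornithine biosynthesis, was at 27.2 ± 10.9 and 9.60 ± 0.614 RPKM at 24 h (1.32, adjusted p = 0.0159) and at 35.4 ± 5.74 and 13.3 ± 3.21 RPKM at 48 h (1.36, adjusted p = 0.0024). The cystathionine γ-lyase gene *mecB* (AN1446) rose at 24 h (1.34, adjusted p = 0.0155), and its log2 fold change at 48 h, 0.94, was not past the threshold. AN3829, a putative succinate-semialdehyde dehydrogenase, was listed at 24 h alone (1.13, adjusted p = 0.0286). The authors' own test gave AN3829 an adjusted p-value of 0.0687. At 24 h, the calls of AN1198, AN5867 and *mecB* held in 3 of the 6 fits that left out 1 library, and those of AN10745 and AN3829 in 2.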

Since BaP treatment caused upregulation of genes associated with amino acid biosynthesis, which is an easily measured endpoint for carbon utilization, we quantified free amino acids in WT and Δ*bapA* cells treated with BaP relative to the control (DMSO). In agreement with alamarBlue data, only BaP-treated WT cells showed significant accumulation of glutamate, aspartate, glutamine, lysine, and the intermediate amino acid ornithine (Fig. 3E). The Δ*bapA* cells showed significant accumulation of alanine and α-ketoglutarate in control (DMSO) compared to BaP treatment (Fig. 3E). This provides additional evidence that loss of BaP metabolism causes lack of cell growth upon exposure to BaP and alludes to toxicity caused by the lack of BaP-degrading ability. While insignificant due to large deviations among samples, accumulation of several primary metabolites involved in energy metabolism, such as citrate and malate, and nucleotides involved DNA/RNA synthesis or signaling, such as cyclic AMP (cAMP), appeared to be affected by BaP (Fig. 3E).

### BapA is widely distributed in ascomycota and is functionally conserved in A. flavus.

The structural analysis showed that the four widely recognized consensus regions (a to d) (Fig. 4A) contributing to the core function of P450s (10) are highly conserved in the CYP617 family. Interestingly, the conserved motif a (AGHETT) of the CYP617 family is very specific and is highly similar to those of archaea and bacteria (10).

**FIG 4:**
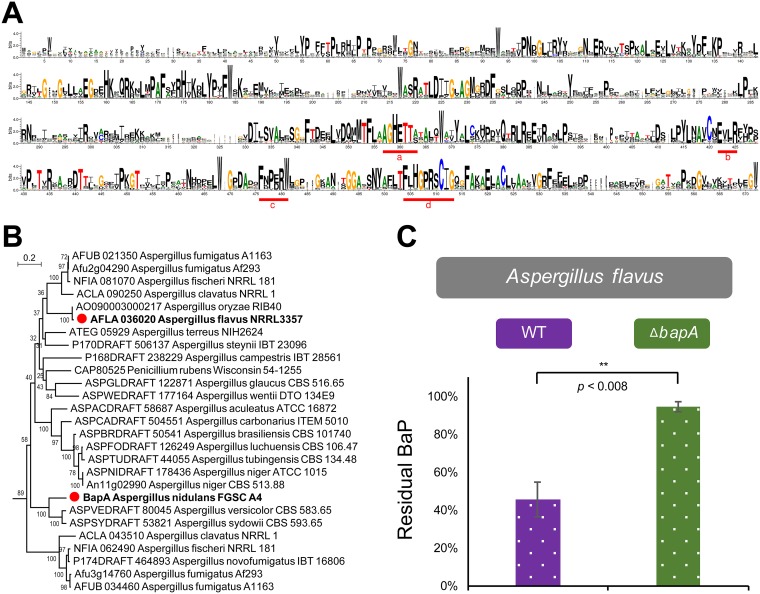
The BapA CYP signature motifs, distribution of BapA in *Aspergillus* species, and the role of BapA in BaP degradation in A. flavus. (A) Conserved domains of the CYP617 family proteins queried from FungiDB (42) showing greater than 40% identity against the A. nidulans BapA protein (listed in Fig. S5). (B) Phylogenetic tree of the CYP617D members in *Aspergillus* having greater than 55% identity against the A. nidulans BapA protein. These proteins can be classified into the same subfamily, CYP617D, based on the rules of the International P450 Nomenclature Committee. For the expanded information, see Fig. S5 and Table S3. (C) Residual BaP in WT and the Δ*bapA* mutant of A. flavus. All experiments were performed in triplicate, and three independent Δ*bapA* strains were tested. **, *P* = 0.008.

10.1128/mBio.00558-19.5 FIG S5 Phylogenetic tree showing all fungal proteins with greater than 40% sequence identity to A. nidulans BapA (marked by a red dot). *Aspergillus* CYPs showing greater than 55% sequence identity to BapA (shown in Fig. 4B) are marked by red brackets. The A. nidulans CYP51 protein (AN8283) was used as the out-group. Download FIG S5, PDF file, 0.3 MB. Copyright © 2019 Ostrem Loss et al. 2019 Ostrem Loss et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mBio.00558-19.7 TABLE S2 CYPs similar to Pc-PAH1 and Pc-PAH3 in A. nidulans, A. flavus, and A. fumigatus. Download Table S2, DOCX file, 0.1 MB. Copyright © 2019 Ostrem Loss et al. 2019 Ostrem Loss et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mBio.00558-19.8 TABLE S3 Gene number distribution of the CYP617 family members in the kingdom Fungi and oomycetes. Download Table S3, XLSX file, 0.1 MB. Copyright © 2019 Ostrem Loss et al. 2019 Ostrem Loss et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

We performed a phylogenic analysis to determine how widely distributed BapA is in fungi. We found 64 CYP617 family members in the fungal kingdom, covering dothideomycetes, eurotiomycetes, leotiomycetes, and sordariomycetes, with the number ranging from one to several per species (see Fig. S5 and Table S3 in the supplemental material). CYP617 members are limited to ascomycetes. The BapA subfamily CYP617D1 was mostly distributed in the genus *Aspergillus* (Fig. 4B), suggesting a conserved role within the genus.

To examine a potential conservation of its function, we identified a likely orthologue of BapA in A. flavus (AFLA_036020) and generated three individual null mutant strains. All Δ*AFLA_036020* strains lost the ability to degrade BaP, corroborating the conserved and essential role of BapA in degradation of BaP in *Aspergillus* species (Fig. 4C) under glucose-limiting conditions.

### Requirement of fungal NF-κB-type regulators in BaP degradation.

Identification of *bapA* allowed us to further investigate its upstream regulatory components. The *velvet* proteins are a family of global transcription factors (TFs) involved in diverse aspects of fungal biology (21). They contain a DNA binding domain structurally similar to that of the human TF complex nuclear factor kappaB (NF-κB) (22) p50, which governs cell survival upon exposure to BaP (23–26).

Due to this structural similarity and diverse regulatory functions between human NF-κB and the fungal *velvet* complex, we hypothesized that *velvet* proteins might play a role in BaP degradation. To address this hypothesis, we first tested mRNA levels of *bapA* in each *velvet* deletion mutant (Δ*veA*, Δ*velB*, Δ*velC*, and Δ*vosA*) and found that the two regulators VeA and VelB were necessary for proper expression of *bapA* (Fig. 5A). Interestingly, the other two regulators, VosA and VelC, seem to play a repressive role at 10 h post-glucose starvation and an activating role at later time points (Fig. 5A). To verify that expression of *bapA* translates into BaP degradation, we tested the degradation ability of each deletion mutant and found that the Δ*veA* and Δ*velB* mutants were unable to degrade BaP. On the contrary, the Δ*vosA* and Δ*velC* mutants were able to degrade the same amount of BaP, yet faster than the WT (Fig. 5B). These results indicate that VeA and VelB play a key role in metabolic utilization of BaP, in part by controlling proper expression of *bapA*, whereas VosA and VelC may indirectly play a role in coordinating the proper timing of BapA expression in response to glucose limitation.

**FIG 5:**
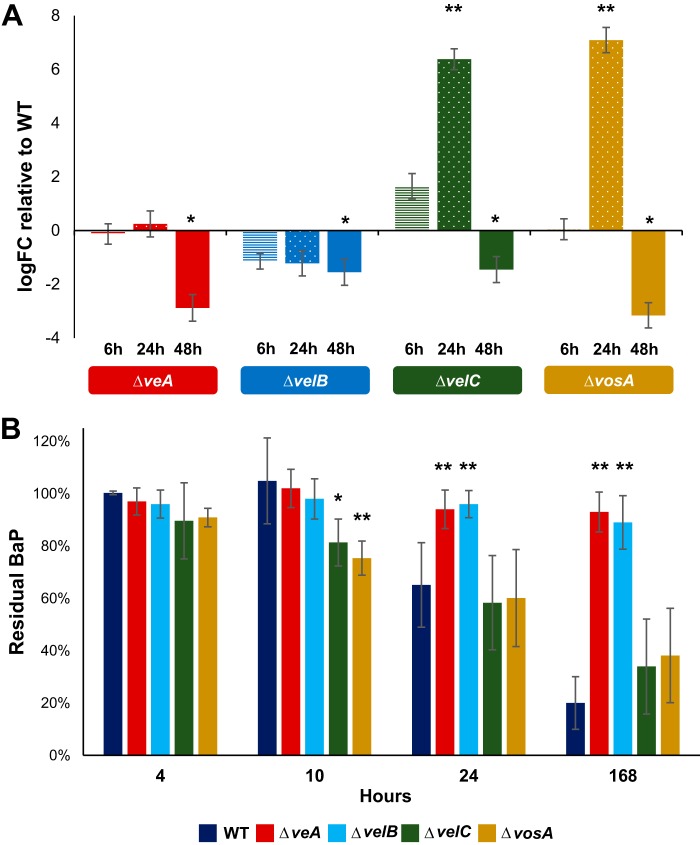
Fungal NF-κB-type *velvet* regulators are required for proper *bapA* expression and BaP degradation. (A) Levels of *bapA* mRNA were measured using 2^−ΔΔ^*^CT^* relative to *actA* (γ-actin) (Δ*C_T_*) and then relative to the WT (ΔΔ*C_T_*). Time points indicate hours after the switch to 0.1% glucose medium. Technical and biological triplicates were used for each time point and treatment. *, *P* < 0.05; **, *P* < 0.01. (B) Residual BaP remaining after being cultured for 7 days with each strain. Note the lack of BaP degradation in Δ*veA* and Δ*velB* strains. Three separate experiments were performed in triplicate. *, *P* < 0.05; **, *P* < 0.01.

## DISCUSSION

BaP is a contaminant of significant concern because of its ubiquity and toxicity. As a result of its stability, biologically driven degradation remains the predominant form of removal from the environment (27). Thus, understanding how saprophytic bacteria and fungi effectively metabolize BaP is critical for the effective removal of BaP.

This is the first comprehensive study showing that *Aspergillus* species can effectively degrade BaP, resulting in cell survival and growth during carbon starvation (Fig. 6A). We were unable to identify specific BaP intermediates in this study, so it is unclear which pathways are involved in further metabolism of BaP. The CYP-mediated metabolism of BaP in human cells has been well characterized, so we attempted to use BaP metabolite standards to identify the potential metabolite peak using high-performance liquid chromatography (HPLC). None of the standards we tried matched the retention time or absorbance spectrum of the peak. Additionally, CYP metabolism of BaP in mammalian cells causes mutagenic and cytotoxic effects (28), whereas we observed an increase in viability of A. nidulans cells exposed to BaP. Together this leads us to conclude that BaP metabolism in *Aspergillus* sp. involves the unique CYP BapA, and further degradation of BaP may occur via metabolic pathways not found in mammalian cells. Further study is needed to understand the full metabolic pathway(s) of BaP degradation.

**FIG 6:**
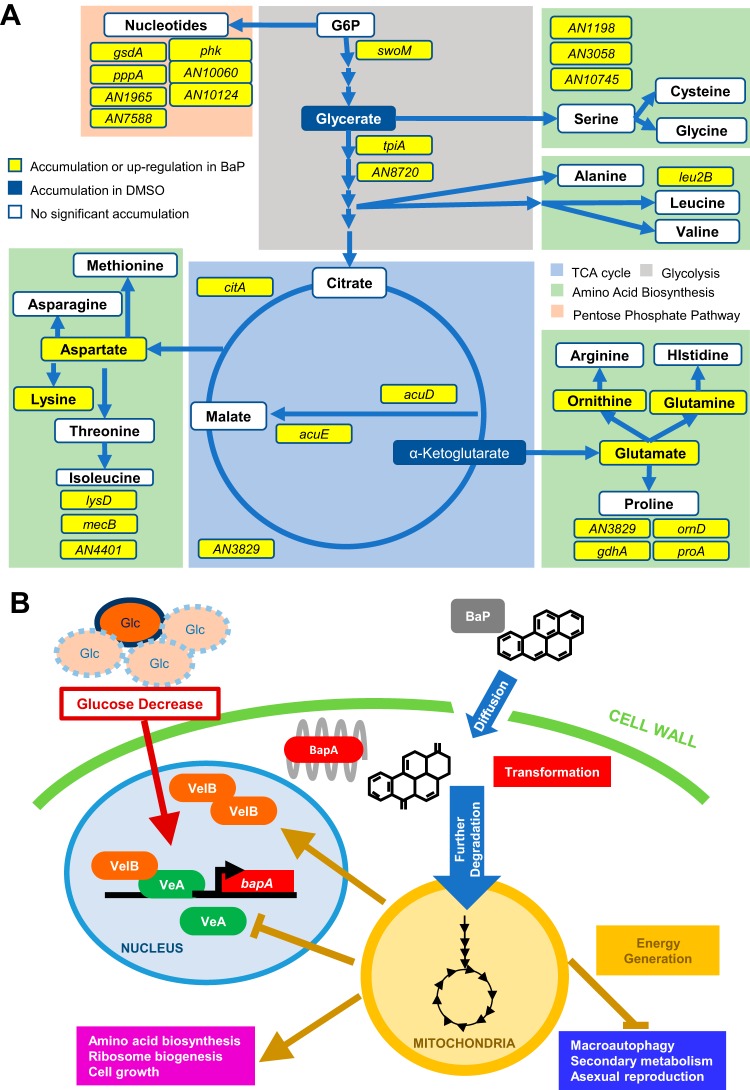
Models for BaP metabolic utilization in A. nidulans. (A) BaP confers changes in energy generation pathways indicated by colored blocks. Upregulated DEGs are shown in yellow. Amino acids and other compounds found in greater quantity as a result of BaP treatment in WT but not Δ*bapA* strains are shown in yellow and white boxes, where yellow indicates statistical significance (*P* < 0.05). Blue boxes represent cellular components that significantly decrease as a result of BaP treatment in WT but not in Δ*bapA* strains (*P* < 0.05). (B) Proposed genetic pathway for the metabolic utilization of BaP in A. nidulans. Limited glucose and the VeA-VelB complex are associated with increased expression of *bapA*.

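Among the other genes of Fig. 6A, the phosphoketolase gene *phk* (AN4913; chromosome III, 578121 to 580985) was at 54.4 ± 12.9 RPKM in BaP-treated cells and 9.67 ± 2.12 in controls at 6 h (SD, n = 3; log2 fold change 2.37, limma adjusted p = 2.4e-08) and at 302 ± 50.9 and 82.8 ± 96.9 RPKM at 24 h (2.76, adjusted p = 0.0283), where the SD of the controls exceeded their mean and the call held in 2 of the 6 fits that left out 1 library. The glycogen debranching enzyme gene AN10060 was at 185 ± 10.9 and 62.9 ± 1.44 RPKM at 6 h (1.54, adjusted p = 1.14e-07) and had a log2 fold change of 1.70 at 24 h (adjusted p = 0.0233). Its controls at 24 h were at 104 ± 85.4 RPKM, and the call held in 3 of the 6 fits. AN7588, a putative ribulose-phosphate 3-epimerase, rose at 6 h (1.0, a call that held in 3 of the 6 fits) and at 48 h (1.16, adjusted p = 0.00648). In glycolysis, the glucose-6-phosphate isomerase gene *swoM* (AN6037) was at 314 ± 17.2 and 129.5 ± 64.9 RPKM at 48 h (1.38, adjusted p = 0.00379), and the triose-phosphate isomerase gene *tpiA* (AN6900) at 330.1 ± 7.34 and 161 ± 54.9 RPKM (1.08, adjusted p = 0.00662). At 24 h their log2 fold changes were 1.06 and 1.05, and both calls held in 2 of the 6 fits that left out 1 library. AN8720, a putative phosphoglycerate mutase, was listed at 6 h alone, at 94.0 ± 3.98 and 30.0 ± 4.97 RPKM (1.63, adjusted p = 1.31e-07). The β-glycosidase gene AN10124 rose at 24 h (1.35) and 48 h (1.67, adjusted p = 0.004), and its call at 24 h held in 1 of the 6 fits. In the authors' own test the 24-h adjusted p-values of *phk*, AN10060 and AN10124 were 0.101, 0.0735 and 0.0778. Those of *swoM* and *tpiA* were 0.0484 and 0.0353. The tables list *pppA*, AN1965, AN3058, AN4401, *gdhA* and *proA* at none of the 3 time points.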

Our study does, however, identify a necessary CYP617D1 enzyme that not only provides information that can help effectively implement bioremediation strategies, but also gives us a unique insight into evolution of the fungal CYPs and their biocatalytic activity. We propose a model in which VeA and VelB activate expression of *bapA* in response to nutrient limitation and BapA oxidizes BaP (Fig. 6B). We hypothesize that oxidized BaP is further enzymatically fragmented, and the carbon is shuttled into energy-generating pathways, which in turn represses further expression of *bapA* (Fig. 6B).

Filamentous fungi harbor many more CYPs relative to their genome size than animals and bacteria, yet the functions of many remain unknown. The diversity of CYPs in fungi could be due to their need to metabolize many different carbon sources found in soils, including large cyclic compounds like lignin and plant polymers. It is also feasible that fungi, like animals, may need detoxification systems reliant on CYP activity to avoid toxic compounds produced by competing microbes and plants. Our results demonstrate that the regulation of *bapA* is governed by response to carbon starvation, rather than exposure to the toxicant BaP.

The A. nidulans, A. flavus, and A. fumigatus genomes each contain over 100 encoded CYPs, with 90, 93, and 57 family types, respectively, yet only 45 types are shared (10). Despite this diversity, BapA (CYP617D1) is found in all three distantly related *Aspergillus* and *Penicillium* species, and in A. nidulans and A. flavus it plays the same functional role of degrading BaP. Because CYPs demonstrate substrate promiscuity, it is likely that BapA oxidizes other compounds, such as other PAHs and/or large planar endogenous compounds. The deletion of *bapA* showed no obvious growth and developmental changes, suggesting that BapA does not likely play a major housekeeping role.

Regulation of *bapA* also demonstrates a novel understanding of how *Aspergillus* species respond to organic contaminants like BaP. Humans and fungi have evolved different strategies to deal with exposure to xenobiotics, yet both employ CYPs. Humans do not invest energy into utilizing carbon sources more complex than various sugars and a few of their polymers, so CYP transformation of BaP yields more polar metabolites that can then be excreted. Regulation of encoded BaP-metabolizing CYPs is predominantly governed by the aryl hydrocarbon receptor (29), yet BaP and its metabolites also activate NF-κB (23–25). NF-κB is a protein heterodimer consisting of p50 and RelA, which upon activation by many types of cellular stress, from microbial and viral proteins to ionizing radiation, promotes cell survival (26). Filamentous fungi, on the other hand, act more as ecological scavengers and are capable of utilizing large carbon-containing compounds, such as plant cell wall polymers. These fungi have evolved with the global regulators called the *velvet* proteins with a DNA binding domain structurally similar to that of NF-κB p50 (22). The *velvet* regulators in *Aspergillus* species govern environmental sensing, orchestration of cell growth, reproduction, stress response, spore viability, and biosynthesis of various secondary metabolites, which similarly helps the fungal cells to survive environmental stressors (21, 30).

In this study, we have shown that CYP-mediated degradation of BaP requires functions of the *velvet* family proteins VeA and VelB. These regulatory proteins control expression of *bapA* in response to stress resulting from carbon insufficiency, as opposed to exposure to xenobiotics. As this CYP is functionally conserved across distantly related fungi, it may play the same role in many ascomycete fungi. Further investigation of substrates metabolized by BapA would reveal its activity on other environmental contaminants as well as give insight into a possible endogenous function.

## MATERIALS AND METHODS

### Strains, media, and culture conditions.

The *Aspergillus* strains used in this study are listed in Table 1. Initially, 10^6^ spores/ml were added to 400 ml minimal medium (MM) (31) with 1% glucose in 2-liter flasks and incubated for 18 h at 220 rpm at 37°C. The mycelial aggregates were then collected on sterile Miracloth (Sigma-Aldrich), rinsed, and transferred to 100 ml MM with 0.1% glucose in 250-ml Erlenmeyer flasks. Control dead cells were autoclaved on a liquid cycle at 121°C for 20 min to account for any nonmetabolic sources of loss of BaP. A 100 mM stock solution of BaP (Sigma-Aldrich) in dimethyl sulfoxide (DMSO) was added to the cultures to a final concentration of 200 μM; the same volume of DMSO was added to controls. All flasks were further incubated at 220 rpm at 37°C for the designated time. Escherichia coli DH5α cells were grown in Luria-Bertani medium with ampicillin (100 μg/ml) for plasmid amplification.

**TABLE 1:** *Aspergillus* strains used in this study

Strain	Genotype	Source or reference^*a*^
A. nidulans FGSC4	WT, *veA^+^*	FGSC
A. flavus NRRL 3357	WT	FGSC
A. flavus 3357.5	*pyrG^−^*	47
A. fumigatus AF293	WT	48
*A. oryzae* M2040	WT	KACC
A. nidulans RJMP1.59	*pyrG89 pyroA4 veA*^+^	49
A. nidulans TMK6	*pyrG89 pyroA4* Δ*AnibapA*::*AfupyrG*^+^ *veA*^+^	This study
A. flavus TEO1	Δ*AflbapA*::*AfupyrG^+^ pyrG^−^*	This study
A. nidulans TEO2	*pyrG89 pyroA*::*bapA*(*p*)::*bapA*::FLAG_3×_::*pyroA*^*b*^ Δ*bapA*::*AfupyrG^+^ veA^+^*	This study
A. nidulans THS15	*pyrG89 pyroA4* Δ*vosA*::*AfupyrG*^+^ *veA*^+^	44
A. nidulans THS16	*pyrG89 pyroA4* Δ*velB*::*AfupyrG*^+^ *veA*^+^	44
A. nidulans THS11	*pyrG89 pyroA4* Δ*velC*::*AfupyrG*^+^ *veA*^+^	50
A. nidulans THS17	*pyrG89 pyroA4 ΔveA*::*AfupyrG^+^ veA^+^*	44

a FGSC, Fungal Genetic Stock Center; KACC, Korean Agricultural Culture Collection.

b The 3/4 *pyroA* marker causes targeted integration at the *pyroA* locus.

### Extraction and HPLC analysis.

Extraction of BaP was optimized to recover all BaP adhered to and taken up by cells, but not biotransformed. Individual fungal cell cultures were extracted using 100 ml 1:1 hexane-ethyl acetate with pyrene (Sigma-Aldrich [final concentration, 200 μM]) as an internal standard to correct for extraction efficiency. The entire mixture was sonicated using a Sonic dismembrator model 100 (Fisher Scientific) with a 1/2-in. probe on full power for 6 min to ensure disintegration of hyphal pellets. Solvent (1 ml) was removed and centrifuged to remove particulate matter and diluted 100-fold in 1:1 solvent A (30 mM acetate buffer at pH 4.7, 10% acetonitrile)-solvent B (acetonitrile). BaP and pyrene were quantified by high-performance liquid chromatography (HPLC) using an Agilent 1260 system equipped with a 3- by 50-mm Poroshell 120 EC-C_18_ 2.7-μm column (Fig. S1). A linear gradient that ramped from 55% B to 90% B over 10 min at a flow rate of 0.75 ml/min was used, followed by fluorescence detection (FLD [λ_excitation_ = 248 nm and λ_emission_ = 465 nm]). All standard curves were linear, and the detection limits were ≤0.1 μM for pyrene and BaP.

### TLC analysis of residual BaP.

To further verify the degradation of BaP by A. nidulans at different glucose concentrations (Fig. 2B), we also carried out TLC analyses 10 times and obtained a high degree of reproducibility. BaP extraction was performed by adding 0.5% (vol/vol) 6 N HCl (to stop all metabolic activity) to the fungal cultures (100 ml). The mycelium was collected through Miracloth and squeezed to maximize collection of the supernatant, which was transferred to a fresh 250-ml flask and mixed with 100 ml of ethyl acetate (1:1 ratio). Both liquids were then transferred to a new 250-ml separatory funnel. After shaking vigorously for 2 min, the organic phase was transferred in a new flask. Fresh solvent was added to the separatory funnel, and shaking and collecting were repeated two additional times. The resulting solvent was allowed to evaporate in the fume hood, and each dried sample was resuspended with ethyl acetate (1 ml) for TLC analysis. Ten microliters of each sample was applied to a TLC silica plate, including a fluorescence indicator (Kiesel gel 60, 0.25 mm thick; Merck). Authentic BaP standard was loaded as a control. The TLC plate was then developed with toluene-acetone-hexane (1:1:1 [vol/vol/vol]), where the *R_f_* value of BaP was 0.9. The TLC plate was exposed to UV at *A*_320_ for 30 s, and images were captured using a Canon EOS camera. To quantify the residual BaP shown in Fig. S3B, the density of each BaP spot on TLC was determined using ImageJ (NIH): the relative amount of BaP in live cells to the dead cell control (=100%) is presented.

### alamarBlue reduction assay.

Cell viability was determined by percentage of alamarBlue (Bio-Rad) reduction as described previously (32), with the following exceptions. Cells were prepared as described for BaP degradation with solvent (DMSO) only as a control, and 0.45 ml of cells was added to 0.45 ml fresh MM with 0.1% glucose and 100 μl alamarBlue and incubated for 2 h at 37°C.

### RNA preparation and qRT-PCR.

Fungal cells from submerged cultures were collected at designated time points, squeeze-dried, flash frozen in liquid N_2_, and stored at −80°C until subjected to RNA preparation. Total RNA isolation was done using TRIzol as described previously (33). cDNA was prepared using an avian myeloblastosis virus (AMV) reverse transcriptase kit (NewEngland Biolabs) with oligo(dT). Reverse transcriptase quantitative PCR (RT-qPCR) was performed with iTaq universal SYBR green supermix (Bio-Rad) on a Bio-Rad CFX96 real-time PCR detection system. mRNA was normalized using threshold cycle (2^−ΔΔ^*^CT^*) method (34). Levels of *bapA* mRNA were determined using 2^−ΔΔ^*^CT^*, in which *bapA* expression (*C_T_*) was found relative to the reference gene *actA* (γ-actin) (Δ*C_T_*) and then relative to time point 0 (ΔΔ*C_T_*). Time point 0 indicates exponential growth (18 h postgermination) in regular MM (1% glucose), and each time point represents hours after the switch to MM with 0.1% glucose. Each experiment was performed using technical triplicates for RT-qPCR accuracy, and three biological triplicates were used for each time point. The oligonucleotides used are listed in Table S1. Total RNA was extracted and submitted to ProteinCT Biotechnologies (Madison, WI) for library preparation and RNA sequencing.

### RNA sequencing.

RNA sequencing was done as described previously (35). The library was constructed and purified and sequenced (SE100bp) using the Illumina HiSeq2500, and over 20 million high-quality reads per sample were achieved.

### Data QC and analysis.

Verification of the quality of reads (quality control [QC]), alignments, gene annotation, and differential expression analysis were performed as described previously (35).

### Functional enrichment analysis (KEGG).

The KEGG pathway database was used to search against A. nidulans KEGG pathway maps in order to identify A. nidulans metabolic pathways with the differentially expressed genes (DEGs) after exposure to BaP on 20 February 2018 (36).

### Metabolomics of amino acid and primary metabolites.

Fungal cells prepared as described for BaP degradation with the DMSO control were subject to extraction of cellular components as described previously (37), with the following exceptions. Hyphal mats were filtered and squeeze-dried, noting the mass after removing liquid, 1 day after transfer to BaP-containing medium. Tissue was flash frozen in liquid N_2_ and stored at −80°C. Two milliliters of extraction solvent (37) was added, and samples were sonicated using a 1/4-in. probe for 3 min and centrifuged to remove cell debris. Additional sample prep and analysis were performed as described previously (37).

### Protein alignment.

CYP sequences similar to those of Pc-PAH1 and Pc-PAH3 in *Aspergillus* sp. were identified using blastp (38). Protein sequences were found using NCBI, and protein alignment was calculated using Clustal Omega at EMBL-EBI output ClustalW with character counts (39). A phylogenetic tree was created using Jalview nearest neighbor joining (40).

### Analysis of BapA families.

BapA (AN1884) was assigned to CYP617D1 (11) and analyzed according to the rules of the International P450 Nomenclature Committee (41). BapA protein sequence was used to query FungiDB (42). CYP617 members were aligned, and the phylogenetic tree was constructed as previously described (43).

### Generation of Δ*bapA* and complemented strains.

Double-joint PCR was used to generate the deletion constructs of A. nidulans *bapA* (AN1884) and A. flavus *bapA* (AFLA_036020) (33). Briefly, the deletion construct containing the A. fumigatus *pyrG* marker with 5′ and 3′ flanking regions of *bapA* was introduced into the recipient strain RMJP1.59 (A. nidulans) or NRRL 3357.5 (A. flavus). Three independent Δ*bapA* strains each in A. nidulans (TMK6-1, -35, and -47) and A. flavus (TEO1 2, 8, and 9) were confirmed and analyzed. To generate complemented strains of the Δ*bapA* mutant in A. nidulans, a *bapA*^+^ gene region, including its upstream 2-kb region, was introduced to pHS13 (44) and introduced into E. coli DH5α for transformation. Upon sequence verification of the insert, the purified plasmid was introduced into the recipient Δ*bapA* A. nidulans strain (TMK6). Three independent complemented strains (C′*bapA* 12, 16, and 17) were verified and analyzed.

### Microsome isolation and BaP metabolic activity.

Cells were prepared as described without BaP treatment to capture peak *bapA* mRNA levels (Fig. S2A and B). After 1 day of incubation, cells were filtered, washed, squeeze-dried, and flash frozen in liquid N_2_. Frozen tissue was ground to a fine powder in liquid N_2_ with the addition of glass beads in a mortar and pestle. The powder was resuspended in 30 ml homogenization buffer (0.1 M KPO_4_ at pH 7.25, 0.1 M KCl, 10 mM EDTA at pH 8, 0.25 mM phenylmethylsulfonyl fluoride [PMSF], 0.1 mM dithiothreitol [DTT]) and kept in ice. A sonication probe (1/8 in.) was used on full power for 30 s to homogenize cells and form microsomal structures. Large debris was filtered using Miracloth, and the supernatant was centrifuged for 20 min at 20,000 × *g*. The supernatant was then transferred and centrifuged for 60 min at 105,000 × *g*. The resulting supernatant was discarded, and the pellets were resuspended in 200 μl dilution buffer (0.25 M KPO_4_ at pH 7.25, 20% [vol/vol] glycerol, 10 mM EDTA at pH 8.0, 0.25 mM PMSF, 0.1 mM DTT), flash frozen in liquid N_2_, and stored at −80°C for a maximum of 1 week. The protein concentration was determined with the Coomassie protein assay (Thermo Fisher). BaP metabolism was measured by incubating 2 mg/ml microsomal protein, 1 μM BaP, and 1 μM NADPH in up to 1 ml 50 mM phosphate buffer at pH 7.5 at 37°C for 1 h. As a control, protein was denatured by boiling for 20 min prior to incubation. Metabolites were extracted by adding 2 ml of 2:1 acetone-ethyl acetate and vortexing for 2 min. Solvent was removed and centrifuged at 13,000 × *g* for 10 min and dried under N_2_. Samples were resuspended in 50 μl 1:1 HPLC solvent A-solvent B and analyzed by HPLC.

### Statistics.

Statistical significance was determined using Student's *t* test with a two-tailed distribution and two-sample unequal variance.

### Data availability.

All RNA-seq data files are available from the NCBI Gene Expression Omnibus database (45) under accession no. GSE116804.

# Supplementary material for: Cytochrome P450 Monooxygenase-Mediated Metabolic Utilization of Benzo[a]Pyrene by Aspergillus Species
**Source:** mBio. 2019 May 28;10(3):e00558-19. doi: 10.1128/mBio.00558-19
**Supplement:** TABLE S1

**Table S1. Oligonucleotides used in this study.**

| **Name** | **Sequence (5' - 3') ^a^** | **Purpose** |
| --- | --- | --- |
| oMK-299 | CGTCGTCATATCACCCTTTG | *bapA*-qPCR 5' |
| oMK-300 | TTCGAATAGACTCGGGCTTT | *bapA*-qPCR 3' |
| oMK-331 | GGCAACATCGTTATGTCTGG | *Aniactin*- qPCR 5' |
| oMK-332 | CCGATCCAGACGGAGTATTT | *Aniactin* qPCR 3' |
| oEO132 | **CAGCTG**GGACTTCGCCGCCATCAA | Complementing △bapA 2kb F' with PvuII |
| oEO133 | **GGATCC**TTACCACCCATCCAATGGCGTC | Complementing △bapA R' with BamHI |
| oMK-55 | TGACATCTTCTTGACTGCCAACG | *AnibapA* flanking region 5' |
| oMK-58 | ATATGCCTCCAGCAGCTACCG | *AnibapA* flanking region 3' |
| oMK-56 | *GCTTTGGCCTGTATCATGACTTCA*GTTGAGATTGGGCCTCGACGAAG | *AnibapA* 3' with *AfupyrG* tail |
| oMK-57 | *ATCGACCGAACCTAGGTAGGGTA*TCTCACTCTGTGTCCATCGAAC | *AnibapA* 5' with *AfupyrG* tail |
| oMK-59 | GAGAACCGTTTCATCGGTATC | *AnibapA* flanking region 5' nested |
| oMK-60 | TCGCCAGTAACTGGCGCAAAC | *AnibapA* flanking region 3' nested |
| oEO1 | ACCCAGAATTTATTTACGCGGAG | *AflbapA* flanking region 5' |
| oEO2 | CATGCATTCGCAGCTTGTGGC | *AflbapA* flanking region 3' |
| oEO3 | *TTTGGCCTGTATCATGACTTCAGC*TCGTGAGCAGAGGCTGCGG | *AflbapA* 3' with *AfupyrG* tail |
| oEO4 | *ATCGACCGAACCTAGGTAGGGTA*ATTGCCCCCGAAATTATCGGTAA | *AflbapA* 5' with *AfupyrG* tail |
| oEO5 | CGGAGCGGTTCAAGAGA | *AflbapA* flanking region 5' nested |
| eEO6 | GGGGACTGGAGTTCATGGATG | *AflbapA* flanking region 3' nested |
| oEO-62 | TTCGAGATGGAGCTGGCA | Plasmid sequence promoter region 5’ |
| oEO-70 | CTATTACTTGTCATCGTCATCCT | Plasmid sequence 3x flag 3’ |

**^a^** Tail sequences are shown in italics. Restriction enzyme sites are in bold.

# Supplementary material for: Cytochrome P450 Monooxygenase-Mediated Metabolic Utilization of Benzo[a]Pyrene by Aspergillus Species
**Source:** mBio. 2019 May 28;10(3):e00558-19. doi: 10.1128/mBio.00558-19
**Supplement:** TABLE S2

**Table S2. CYPs similar to Pc-PAH1 and Pc-PAH3 in *A. nidulans*, *A. flavus,* and *A. fumigatus.***

| PC-Pah | **CYP Calss (aa#)** | ***A. nidulans***  **locus** | **Identity** | **E-value** | ***A. flavus***  **locus** | **E-value** | ***A. fumigatus***  **locus** | **E-value** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Pc-PAH1** | CYP617D1 (544) | **AN1884** | 32% | 3e-66 | AFL2G_02761 | 4.00E-99 | Afu2g04290 | 0.00E+00 |
|  | CYP547C1 (549) | AN11142 | 27% | 4E-23 | AFL2G_11890 | 0.00E+00 | Afu8g02610 | 0.00E+00 |
|  | CYP539D1 (538) | AN3917 | 24% | 8E-21 | AFL2G_09153 | 0.00E+00 | Afu6g08460 | 0.00E+00 |
|  | CYP680A1 (515) | AN0338 | 25% | 4e-12 | AFL2G_11819 | 5.00E-75 | Afu5g01360 | 6.00E-73 |
| **Pc-PAH3** | CYP620E1 (524) | AN1601 | 36% | 1e-99 | AFL2G_00089 | 0.00E+00 | Afu8g00510 | 7.00E-124 |
|  | CYP663A1 (543) | AN7399 | 31% | 2e-59 | AFL2G_02173 | 2.00E-64 | Afu1g11390 | 4.00E-69 |
|  | CYP677A1 (502) | AN8615 | 31% | 2e-08 | AFL2G_06876 | 2.00E-76 | Afu5g01360 | 3.00E-50 |

How the deposited data were processed for this re-analysis (not part of the article)

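RNA-seq libraries of A. nidulans FGSC A4 treated with 200 μM BaP or with DMSO in medium with 0.1% glucose were analysed at 6, 24 and 48 h, with 3 cultures per treatment and time point and 18 libraries in all. The 3 samples collected at the start of the treatment were not used here. The paper's text refers to an earlier publication for alignment, annotation and differential expression and does not name the aligner, the genome build or the test.

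For each time point the authors deposited a table restricted to the genes they kept as DEGs, with 6 columns of per-library values, which are read here as RPKM. The tables do not name the unit; it was inferred from the ratios of low values within a gene, which follow whole reads once 1 factor per library is removed, and from the dependence of the values on gene length. The authors also deposited a mean expression and a fold change of BaP over DMSO for each gene, both on the log2 scale. An unadjusted p-value and an adjusted p-value of the authors stand beside them, and the ratio of the 2 in the authors' deposited tables follows a Benjamini-Hochberg adjustment over 9809 genes. Columns were assigned to treatments and time points by their names, which carry no replicate numbers, so the cultures were treated as unpaired.

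Whole reads and the library size that the values are scaled to were recovered from the RPKM values. The recovered sizes ranged from 5.97 to 13.7 M reads (M, mega). On simulated reads the method found whole reads for 1455 of 1503 genes, and they equalled the simulated reads for 1445. In the data, the gene length that goes with the recovered reads was not always the same across time points. For CYP505A8 it was 3370 bases at 6 and 24 h and 1685 at 48 h. For *uvsD* it was 2476 bases at 6 and 48 h and 1238 at 24 h. Recovered reads of single genes can therefore be off by a whole-number factor. The recovered reads were used to state the depth behind a value, to apply a floor of 3 reads under which a group gives no exact fold change, and for limma's voom. The median gene had 421 reads in its higher group at 6 h, 412 at 24 h and 408 at 48 h. Counting error is therefore small for most genes next to the spread between cultures.

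The comparison at each time point was run with limma 3.58.1 in R 4.3.3 on log2(RPKM + 1) with 3 BaP and 3 DMSO libraries, no covariates and empirical Bayes moderation. Adjusted p-values are Benjamini-Hochberg values over the genes listed at that time point, and a gene was counted when its log2 fold change was over 1 or under -1 and its adjusted p-value under 0.05. The threshold follows Fig. 2E, which writes a false discovery rate where its legend writes a p-value. Because the genes had been selected by the authors on the same libraries, the adjusted p-values are too small by an unknown amount and the number of genes past the threshold shows no stability. On simulated data with 1486 genes of which 200 were changed, the test called 188 of the changed genes and 1 unchanged gene, and voom called 198 and 4. The simulated genes varied independently with the same dispersion, and the changed ones were set well past the fold-change limit. The listed genes were selected beforehand, and libraries such as D26 were shifted over many genes together. The simulation therefore checks the code and gives no error rate or power for these data. The effect of BaP was not compared between time points by a test, since the tables list different genes and it was not tested whether their values share a scale. Other steps used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

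Before the data were examined, it was fixed that the text would name every gene of the paper's text, Fig. 2F, Fig. 6A and Table S2 that the tables list, the 3 genes with the largest rise and the 3 with the largest fall at each time point, and the 3 CYP genes with the largest rise past the threshold, of which 1 passed. Other named genes were chosen after their values had been seen, and the text says so. Gene sets were made from words in the tables' descriptions, except that the sterigmatocystin set holds *aflR* and the genes with an *stc* symbol and the *atg* set is by symbol. The CYP and *dba* sets take symbols or descriptions. The words for ribosome biogenesis, amino acid biosynthesis, purine and pyrimidine metabolism, sterigmatocystin, *atg* genes, chitinases and glucanases, and CYPs were fixed beforehand, and the amino acid words were later widened with the names of the amino acids. A wider set of words for ribosome biogenesis was looked at when the tables were first read and is not reported; descriptions that name the exosome were left out. The sets for autophagy by description, farnesol, NirA binding sites, conidia, penicillin, the *dba* cluster, DNA repair and menadione were added after the values had been seen. Directions within a set were compared with the other listed genes by two-sided Fisher's exact tests, 38 in all, with Benjamini-Hochberg adjustment over the 38. The colours of Fig. 2F and the bars of Fig. 2E were read by eye.

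The alternatives were an unadjusted p-value under 0.05, a false discovery rate under 0.01, no fold-change limit, a log2 fold change limit of 2, removal of the 25% of listed genes with the lowest mean expression, a pseudocount of 0.1, a mean of at least 1 RPKM in either group, and leaving out each library in turn. An adjustment over all 9809 genes, with the unlisted genes given a p-value of 1, and voom on the recovered reads were added after the data had been seen. Across genes, voom's log2 fold changes correlated with the authors' at 0.999995, 0.999944 and 0.999975 at 6, 24 and 48 h. Voom thus gives nearly the authors' fold-change scale, while log2(RPKM + 1) draws the fold changes of genes at low levels toward 0. With those p-values of 1, the adjusted p-values of the listed genes are upper bounds.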

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

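The tests on the *dba* genes were set down before their results were seen; those on AN10431 and on the genes with opposite directions were chosen after. In no group of 3 cultures can a single culture be tested as an outlier.

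The tables list 5 genes at both 6 h and 48 h whose libraries moved in opposite directions, with the 3 BaP libraries all on one side of the 3 DMSO libraries at 6 h and all on the other side at 48 h. The difference between the time points was not tested. The log2 fold changes at 6 h and 48 h were 1.54 and -2.47 for AN2366, a putative trypsin-like protease, 1.11 and -1.20 for AN10326, and -1.04 and 1.01 for AN5993, and these 3 genes passed the threshold at both time points. For AN1602, a putative endoglucanase, they were 0.58 and -0.99, and for CYP650B1 0.27 and -0.67, and neither gene passed at either time point. With each library left out in turn, the calls of AN2366 and AN10326 held in 6 of 6 fits at both time points. Those of AN5993 held in 4 of 6 at both. Few reads may account for the rise of CYP650B1, the 1 gene of the 5 with a mean under 10 reads in its higher group at 6 h; there its BaP libraries held 3, 7 and 1 reads and its DMSO libraries 0, 1 and 0. The BaP and the DMSO library with 1 read each differ in RPKM through library size alone, so no direction can be read for CYP650B1 at 6 h. Of the other 4, AN1602 has a mean of 13.3 reads in its higher group at 6 h. With 241 genes listed at both time points, of which 236 moved the same way, a few exchanges of direction are a small share. The paper does not report these genes, and the time point is the one condition of the design that separates the 2 directions, although every BaP library was smaller than every DMSO library at both.

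At 48 h, 8 neighbouring listed genes on chromosome II from *dbaB* to AN7904 (173427 to 196414) all rose, with a median log2 fold change of 1.82 (range 1.43 to 2.57). They include the polyketide synthase gene *pkeA* and 6 *dba* genes, and the paper does not discuss them. The run was picked out after the values had been seen, from a search for runs of at least 6 listed genes with gaps of up to 5000 bases. With each library left out in turn, at least 8 of the 8 genes stayed past the threshold, so no single library makes the rise. The gene with the fewest reads had a mean of 97.3 reads in BaP-treated cells, so few reads are unlikely to explain it. When directions were permuted among the listed genes, a run as long occurred in 59 of 1000 permutations, so the length of the run cannot be told apart from chance. Fisher's exact test of direction for the 7 listed *dba* cluster genes, a set also chosen after the values had been seen, gave p = 0.00712 (adjusted 0.0301), with 7 up and 0 down. It counts neighbours as independent, which genes of 1 cluster are not. A coordinated rise of this cluster in BaP-treated cells remains a hypothesis.

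AN10431 had a log2 fold change of -5.31 at 48 h, and AN10464 beside it one of -3.26. Both are described as induced by nitrate with a predicted NirA binding site, and the paper does not mention them. A single library does not make the fall, since the log2 fold change closest to 0 with a library left out was -4.91. The DMSO libraries held a mean of 866 reads, so few reads in the controls are not the source, although the BaP libraries held a mean of 9.67. The 2 genes lie 455 bases apart in the tables' coordinates and do not overlap, which speaks against reads counted for both; reads shared through similar sequence were not tested. Of the 5 listed genes at 48 h whose description names a NirA site (with AN8439, AN10059 and CYP62C1), all fell, but for so few genes no difference in direction from the other listed genes was detectable (Fisher's exact p = 0.0622, adjusted 0.182). AN10059 is noted as repressed by nitrate, not induced. A weaker response to nitrate in BaP-treated cells would make genes noted as induced by nitrate fall and genes noted as repressed rise. Of the listed genes noted as induced, 6 rose and 8 fell at 24 h and 7 rose and 9 fell at 48 h. Of those noted as repressed, *aflR* among them, 0 rose and 5 fell at both (Fisher's exact p = 0.128 and 0.123). The directions thus did not follow those noted for nitrate, and the fall of AN10431 has no tested explanation here. The genes named in this paragraph other than AN10431 and *aflR* were chosen after their values had been seen.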

How the results depend on the processing

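No paired analysis was possible because the columns carry no replicate numbers. Alternatives that need the authors' counts of all genes were not run: DESeq2's size factors and test, column totals, upper-quartile scaling, no expression filter, at least 10 counts in every sample, and a fit over all time points. The replicate block, the test of the BaP effect by time with its alternatives, and sets from the reference annotation's descriptions were not run either. The adjustment over all genes and voom were chosen after seeing the data; the other alternatives were set before the data were examined. As the genes were listed because the authors had called them on these libraries, a count that stays high shows little about stability.

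No gene changed direction between the reported analysis and any alternative run at 6, 24 or 48 h. At 6 h the number of genes past the threshold went from 520 to 45 with a log2 fold change limit of 2, at 24 h from 1114 to 81 and at 48 h from 1283 to 160. At 24 h the median limma adjusted p-value was 0.0171, between the false discovery rates of 0.01 and 0.05, and many named genes shared the value 0.0155. With a false discovery rate of 0.01 the 24-h number fell to 1 gene, although 1406 genes had an unadjusted p-value under 0.05. Adjustment over all 9809 genes also left 1 gene, but with unlisted genes given a p-value of 1 its adjusted p-values are upper bounds. In the authors' test the last listed gene at 24 h ranked 4173 among all genes, with 1503 listed, so unlisted genes had smaller p-values too. Under the authors' own adjustment over 9809 genes, 926 listed genes were under 0.05 at 24 h. Across the 6 fits that each left out 1 library the 24-h number ranged from 1 to 1238 genes. It was 1 without BaP library B22, without B24 and without DMSO library D25, where 1019, 1021 and 1074 genes had an unadjusted p-value under 0.05 and the median adjusted p-value was 0.0588, 0.0633 and 0.0626. It rose to 1238 without DMSO library D26. Genes that had an unadjusted p-value under 0.05 and were past the fold-change limit numbered 1125 in the reported analysis and 669, 833 and 903 in these 3 fits. Part of the loss was thus there before adjustment, and the rest came with the adjusted p-values. At 6 and 48 h the fits that left out a library stayed within 448 to 552 and 1080 to 1404 genes, and adjustment over all genes gave 520 and 1162. A pseudocount of 0.1 gave 669, 1446 and 1457 genes at the 3 time points and voom 657, 1438 and 1444. With the pseudocount of 0.1, 527 rose and 142 fell at 6 h, 728 and 718 at 24 h, and 684 and 773 at 48 h. With voom the numbers were 502 and 155, 701 and 737, and 677 and 767.

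The 153 genes past the threshold at all 3 time points fell to 0 with a false discovery rate of 0.01 or adjustment over all genes, to 11 with a log2 fold change limit of 2, and ranged from 0 to 168 with a library left out; each 0 follows from the 24-h count, and with an unadjusted p-value under 0.05 the number was 155. The 67 coloured cells of Fig. 2F past the threshold became 42 with a false discovery rate of 0.01 or adjustment over all genes, 4 with a limit of 2 (AN1198 at 24 h, *phk* at 6 and 24 h, and *aflR* at 48 h), and 42 to 71 with a library left out. The number of CYP genes past the threshold upward, 1 in the reported analysis, was 3 with no fold-change limit (CYP505A8, *ivoC* and CYP5080D1), 0 with a limit of 2 (1 with an unadjusted p-value under 0.05 and the limit of 1), 5 with a pseudocount of 0.1, 6 with voom, and 1 to 2 with a library left out, the second being *ivoC*; the CYP genes other than CYP505A8 were chosen after their values had been seen. Of the ribosome biogenesis genes past the threshold, all 16 at 24 h were lost under the same 5 alternatives that left 1 gene in all at 24 h, and 19 at 48 h became 5 with a limit of 2, and of the sterigmatocystin genes 13 became 7 with that limit and 5 after the 25% of genes with the lowest mean expression were removed, since most of the cluster was in that part. The cause of the other changes was not tested.

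For the 220 values of named genes, 2633 comparisons with an alternative left direction and call as they were, 511 moved a gene from past the threshold to short of it, 93 moved a gene past it, and none reversed a direction. Depth limits the genes with few reads. Both groups were at or under 3 reads in every library for 3 genes at 6 h, 8 at 24 h and 2 at 48 h, and no fold change is given for these.

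Other splits of the 6 libraries into 3 and 3 were also fitted. At 6 h, at 24 h and at 48 h, 1 of the 10 splits, the real one, gave as many genes past the threshold as the real one. With 10 splits the share cannot go under 0.1, and the genes were chosen for differing along the real split, so this shows no stability. The groups did not overlap for 99.3% of listed genes at 6 h, 93.8% at 24 h and 99.7% at 48 h, where chance gives 10% for genes not chosen beforehand.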

Differences from the paper's values

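At 6 h, Fig. 2E draws the paper's number of upregulated DEGs at about 170, read by eye, where 447 genes passed the threshold upward here, and its number of downregulated DEGs at about 540, where 73 passed downward. None of the alternatives set before the data were examined closed either gap. At 24 h, the paper's number of downregulated DEGs in Fig. 2E is about 750, read by eye, and 490 genes passed downward here. Of the alternatives set before the data were examined, no fold-change limit (698), a pseudocount of 0.1 (718), leaving out BaP library B23 (577) and leaving out DMSO library D26 (588) came within 1.5-fold of the paper's number, and the others did not; voom, chosen after seeing the values, gave 737. The paper states more than 20 M (mega) high-quality reads per sample, while the library sizes behind the RPKM values start at 5.97 M and end at 13.7 M; the processing alternatives do not change this value. The 2 numbers need not count the same reads.

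The paper's threshold in Fig. 2E is a false discovery rate, and its legend writes a p-value. In the authors' deposited table for 24 h, 577 genes have an adjusted p-value of 0.05 or more and 926 are under it, and the largest unadjusted p-value in the authors' deposited table is 0.05.

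Fig. 2F colours 25 cells for genes that the tables do not list at that time point, 7 at 24 h and 18 at 48 h; these include *acuD* and *catA* at 24 and 48 h, *acuE* at 48 h, AN11161 at 24 and 48 h and AN10779 at 48 h, and no setting could be run for them. Another 10 coloured cells were listed with the direction of the figure but did not pass the threshold here. For each, settings that call it follow. With no fold-change limit, *mstB* at 6 h (0.52), *abaA* at 6 h (-0.65), AN10779 at 24 h (0.98), *chiC* at 24 h (-0.88), *mecB* (0.94), *velB* (0.93), *lacE* (-0.70), *lacB* (-1.0) and *acvA* (-0.94) at 48 h were called; *acvA* at 24 h (-0.44) was not. A pseudocount of 0.1 called *acvA* at 24 and 48 h, *abaA*, AN10779, *chiC*, *lacE* and *lacB*. Voom, chosen after seeing the values, called these and *mstB*. Fits that left out 1 library called *mecB*, *velB*, *lacB* and *acvA* at 48 h (without D33), *lacB* also without B28 or B30, *velB* also without B28, AN10779 without D26 and *chiC* without B23.

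The paper states that no CYP was clearly induced. CYP505A8 rose at 6, 24 and 48 h by 1.67, 1.41 and 1.83 on the log2(RPKM + 1) scale and passed the threshold each time. With a log2 fold change limit of 2 it did not pass on this scale. In the authors' deposited tables its log2 fold changes were 2.04, 1.74 and 2.15. The paper states that autophagy genes fell. No gene with an *atg* symbol was listed, and of the 5 listed genes at 48 h whose description names autophagy 4 rose and 1 fell; KEGG's gene set was not used, so the 2 sets can differ. The paper places amino acid biosynthesis among the pathways that rose, and the word set had genes moving both ways at 24 h, where 2 genes passed the threshold upward and 2 downward. At 6 h 1 passed upward and 0 downward (2 listed, both up, with an unadjusted p-value under 0.05), and at 48 h 2 upward and 1 downward. The words leave out *leu2B*, AN1990 and AN1198, which rose, and KEGG's set was not used. A gene picked by words alone need not act in biosynthesis, so the falls in this set do not count against the paper's pathway.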

Other observations

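The tests on whether a DMSO library resembles BaP-treated cells were set down before their results were seen; the tests on mixed RNA, the bars of Fig. 2E, farnesol and conidia were chosen after the result was seen.

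The bars of Fig. 2E and the tables give different numbers of genes that rose and fell. If the signs or column names of the tables were exchanged, cells of Fig. 2F would carry the opposite direction in the tables, and 0 of the 77 listed coloured cells do. If the 2 colours of the bars are exchanged, the numbers match after exchange, and they do so at 3 of the 3 time points, as read by eye from the figure. This is a candidate explanation; at 24 and 48 h the 2 numbers are too close to tell the orders apart by eye, so the evidence comes mainly from 6 h.

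At 24 h, the DMSO library named D26 lay between the groups. Over the listed genes its level was shifted from the mean of the other 2 DMSO libraries toward the BaP libraries by a median share of 0.405 of the difference, 0.383 for genes that rose and 0.415 for genes that fell, so a single scaling factor would not give the shift. At 48 h the DMSO library D33 had a median share of 0.475 (0.407 and 0.537). A state like that of BaP-treated cells would make the deviation of the library follow the BaP effect at another time point. Across the 915 genes listed at both 24 and 48 h, all of which moved in the same direction at both, Spearman's rho of the deviation with the fold change at the other time point was 0.749 for D26 and 0.829 for D33. Since the 2 libraries were picked for their shift toward BaP, a high rho restates that shift. It would also follow from mixed RNA, so it shows neither. Other libraries also had large values, with -0.694 for DMSO library D27 and -0.732 for BaP library B23 at 24 h, as deviations within a group of 3 offset one another. RNA of a BaP culture mixed in at 1 proportion would give the same share for every gene. A share within 0.1 of the median was found for 31.3% of genes for D26 and 39.1% for D33, against 16.8% to 62.9% over all 18 libraries, so noise widens the shares as much and a mixed or mislabelled sample cannot be told apart from a culture that differed. Library size could not be set apart either. D26 (9.18 M) and D33 (8.40 M) had the smallest recovered size among the DMSO libraries of their time points. Among the DMSO libraries, a smaller size went with a larger median share at each time point. The shares of the BaP libraries followed size in order at no time point. Without D26, 1238 genes passed the threshold at 24 h, and without D33, 1404 at 48 h.

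Genes whose description notes a change after farnesol were frequent among those that rose. Of the listed genes noted as induced by farnesol, 18 rose and 1 fell at 24 h, and of those noted as reduced 16 rose and 1 fell. At 48 h the numbers were 15 and 3 for induced and 27 and 2 for reduced. At 6 h 19 of 19 listed genes noted as induced rose (Fisher's exact p against the other listed genes 0.0109, adjusted 0.0412), and 1 gene noted as reduced was listed, which also rose, so the 2 sets could not be compared there. If BaP acted in the direction noted for farnesol, the 2 sets would move in opposite directions; Fisher's exact test between them gave p = 1 at 24 h and p = 0.357 at 48 h, so at 24 and 48 h the direction under BaP did not follow the noted one. Most of the listed genes noted as reduced rose, and no explanation for this was tested.

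The gene *catA*, described as specific to conidia, lies in a run of 7 neighbouring listed genes on chromosome III (3288891 to 3304461) that all rose at 6 h, among them *cetJ* and *conF*; a run as long occurred in 139 of 1000 permutations of direction. A rise of genes noted for conidia in general may account for it. Of the 16 genes listed at 6 h whose description names conidia, 15 rose, but 75.7% of the other listed genes rose too, and Fisher's exact test gave p = 0.136 (adjusted 0.287), a test with little power at this base share.

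Other runs of neighbouring genes moved in 1 direction. At 48 h, 9 genes on chromosome III from AN11461 to AN5083 (12331 to 42183), a region that holds *SpoC1-C1C*, rose, and a run as long occurred in 15 of 1000 permutations. At 48 h, 10 genes on chromosome VI from AN3351 to *ngn27* (1000316 to 1024729) fell (5 of 1000), and at 24 h 9 genes on chromosome VII from AN1580 to AN1591 (1242795 to 1278248) fell (13 of 1000). The runs were searched for after the values had been seen, and 15 runs of at least 6 genes were found in all.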
